# A feedback amplification loop between stem cells and their progeny promotes tissue regeneration and tumorigenesis

**DOI:** 10.7554/eLife.14330

**Published:** 2016-05-17

**Authors:** Jun Chen, Na Xu, Huanwei Huang, Tao Cai, Rongwen Xi

**Keywords:** intestinal stem cell, tumorigenesis, enteroblast, Spitz, Sox21a, damage-induced regeneration, *D. melanogaster*

## Abstract

Homeostatic renewal of many adult tissues requires balanced self-renewal and differentiation of local stem cells, but the underlying mechanisms are poorly understood. Here we identified a novel feedback mechanism in controlling intestinal regeneration and tumorigenesis in *Drosophila*. Sox21a, a group B Sox protein, is preferentially expressed in the committed progenitor named enteroblast (EB) to promote enterocyte differentiation. In *Sox21a* mutants, EBs do not divide, but cannot differentiate properly and have increased expression of mitogens, which then act as paracrine signals to promote intestinal stem cell (ISC) proliferation. This leads to a feedback amplification loop for rapid production of differentiation-defective EBs and tumorigenesis. Notably, in normal intestine following damage, Sox21a is temporally downregulated in EBs to allow the activation of the ISC-EB amplification loop for epithelial repair. We propose that executing a feedback amplification loop between stem cells and their progeny could be a common mechanism underlying tissue regeneration and tumorigenesis.

**DOI:** http://dx.doi.org/10.7554/eLife.14330.001

## eLife digest

Within our bodies we have stem cells that are responsible for maintaining many of our tissues in a healthy state and healing wounds after an injury. When these adult stem cells divide, they can produce daughter cells. Through a process called differentiation, these daughter cells can become mature cells that replace old or damaged cells. However, the stem cells also produce copies of themselves – in a process known as self-renewal – to ensure that an organ does not run out of stem cells. The rates of differentiation and self-renewal must be carefully balanced: too much differentiation can eventually lead to the degeneration of the tissue, whereas too much self-renewal can cause tumors to develop.

One of the main questions in the stem cell field is how tissues and organs balance these opposing processes. The fruit fly mid-gut is a model system for investigating this question, and is similar to the intestine of mammals. The mid-gut is composed of three main cell types: intestinal stem cells, enteroblasts (immediate daughter cells of the stem cells) and enterocytes (fully differentiated, mature cells).

Previously published data showed that a protein called Sox21a is present in the intestinal stem cells and enteroblasts, but not in the mature enterocytes. To investigate the role of Sox21a in more detail, Chen et al. deleted the gene that produces Sox21a in fruit flies. These mutant flies developed tumors in their guts, indicating that Sox21a is a tumor suppressor. Further experiments revealed that Sox21a normally drives enteroblasts to differentiate into enterocytes, and also prevents the enteroblasts from communicating with the stem cells to indicate that more enteroblasts are needed.

In further experiments, Chen et al. gave otherwise healthy fruit flies a drug that injured their guts. This caused Sox21a activity to decrease temporarily, allowing more enteroblasts to be produced from intestinal stem cells to repair the damage. The mid-gut therefore has an intricate “feedback amplification” system that maintains an appropriate number of each type of cell.

In future, other experiments will be needed to determine whether similar feedback amplification systems are found in other tissues, and to investigate the extent to which these systems are found in mammals. Furthermore, understanding this process in more depth could increase our knowledge about how cancerous tumors grow.

**DOI:** http://dx.doi.org/10.7554/eLife.14330.002

## Introduction

Adult stem cells have important roles in maintaining tissue and organ homeostasis by their prolonged ability to produce progenitor cells that differentiate into multiple types of mature cells. Production of the progenitor cells from stem cells must be coordinated with cell differentiation and the overall tissue demand, as disruption of this coordination could lead to tissue degeneration, if cell production is not sufficient, or hyperplasia/ tumorigenesis, if the cell production is unrestricted and exceeds the pace of cell differentiation. However, the molecular mechanism that coordinates progenitor cell proliferation with cell differentiation is largely unknown.

The adult *Drosophila* midgut has been established as a simple and useful system for the study of the stem cell behavior during homeostatic tissue renewal and in response to environmental changes (Biteau et al., 2011; Jiang and Edgar, 2012). Like mammalian intestine, the *Drosophila* midgut epithelium is constantly replenished by adult intestinal stem cells (ISCs) (Micchelli and Perrimon, 2006; Ohlstein and Spradling, 2006), although at a relatively slower pace. In addition, signaling pathways that regulate mammalian ISC activity, such as Wnt, JAK/STAT, EGFR/Ras, Hippo, BMP and Notch, also play important roles in regulating *Drosophila* ISC activity during normal homeostasis and/or stress conditions (reviewed by) (Biteau et al., 2011; Pasco et al., 2015). The *Drosophila* ISC, which generates a relatively simple stem cell lineage, can be specifically marked by Delta (Dl), the Notch ligand. After each asymmetric division, an ISC will produce a new ISC and a committed progenitor cell named enteroblast (EB), which will further differentiate into either an enterocyte or an enteroendocrine cell, depending on the levels of Notch activation it received from ISCs (Ohlstein and Spradling, 2007). Enterocyte differentiation from EB requires high levels of Notch activation, and JAK/STAT signaling activity is required for both enterocyte and enteroendocrine cell differentiation from EB (Beebe et al., 2010; Jiang et al., 2009; Lin et al., 2010). Aside from the signaling pathways, many transcription factors have been identified as important regulators of cell differentiation. Enterocyte differentiation from EB requires downregulation of Escargot (Esg) and activation of Pdm1 (Korzelius et al., 2014; Loza-Coll et al., 2014), whereas enteroendocrine cell differentiation from EB requires release of the inhibition by the transcriptional repressor Tramtrack and activation of acheate-scute complex (AS-C) genes and Prospero (Pros), the enteroendocrine cell determination factor (Bardin et al., 2010; Wang et al., 2015; Zeng and Hou, 2015). It is largely unclear how these signaling pathways and transcription factors are coordinately regulated for balanced self-renewal of ISCs and differentiation of EBs to maintain intestinal homeostasis.

Sox family transcription factors, which share a DNA binding high-mobility-group domain, are known as important regulators of cell fate decisions during development and in adult tissue homeostasis (Kamachi and Kondoh, 2013; Sarkar and Hochedlinger, 2013). In mouse small intestine, Sox2 is expressed in ISCs and progenitor cells and is critical for ISC maintenance and differentiation of Paneth cells (Furuyama et al., 2011; Sato et al., 2011). Several Sox family proteins have been identified in *Drosophila* (McKimmie et al., 2005), but their potential roles in the ISC lineage are unclear. Here we characterized the function of a *Drosophila* Sox gene, *Sox21a*, in the ISC lineage. We find that Sox21a is expressed in EBs and acts as a tumor suppressor in the midgut epithelium. One important function of Sox21a is to promote enterocyte differentiation by inducing Pdm1 expression. By studying its tumor suppressing function, we identified a novel feedback amplification loop between ISC and EB, which is normally suppressed by Sox21a. Temporal activation of this loop is essential for damage-induced intestinal regeneration, whereas sustained activation of this loop leads to tumorigenesis. Therefore, we revealed a novel mechanism that coordinates stem cell activity with progenitor cell differentiation, and connects regeneration with tumorigenesis.

## Results

### Sox21a is preferentially expressed in differentiating EBs

From cell-type specific gene expression analysis of *Drosophila* midgut cells (Dutta et al., 2015 and unpublished data), we noticed a Sox family gene, *Sox21a*, whose RNA expression was detected only in ISCs and EBs. Interestingly, *Sox21a* seems to be mainly expressed in midgut, but not other organs in larva and adult *Drosophila* (Chintapalli et al., 2007). To characterize its expression pattern in vivo, we first generated polyclonal antibodies against Sox21a, and demonstrated that this antisera could specifically mark Sox21a antigen in the midgut epithelium (Figure 1E and Figure 1—figure supplement 1). Immunostaining of the wild type midgut with this antisera revealed that Sox21a was largely undetectable in the midgut of newly eclosed and young flies of two to three days old (Figure 1A). Its expression began to appear with age and at 4–5 days old, weak Sox21a expression appeared specifically in Dl^+^ ISCs and Notch-activated EBs that can be marked by a Notch activation reporter, Su(H)Gbe>GFP (NRE>GFP) (Figure 1B). At 7 days old, its expression could also be detected in early ECs, which display increased cell ploidy (Figure 1C–D). The Dl^+^ ISC and its immediate daughter EB (marked by NRE>GFP) are usually adjacent to each other, forming an ISC-EB pair (Ohlstein and Spradling, 2007). In each ISC-EB pair, the level of Sox21a expression was usually higher in EB than in ISC (Figure 1C,F). In each progenitor cell nest where the early EC still retained NRE>GFP expression, the early EC usually displayed a higher Sox21a expression level than the EB or the ISC in the same ISC-EB-early-EC cell nest (Figure 1D,F), suggesting that Sox21a is up-regulated in differentiating EBs. Consistent with this notion, A GFP reporter driven by an enhancer Gal4 line for *Sox21a* (GMR43E09-Gal4) showed specific expression of GFP in ISCs and EBs. Again, the intensity of GFP was much higher in EBs than in ISCs (Figure 1G). Previous studies suggest that EB differentiation requires mesenchymal-epithelial transition through downregulation of Esg (Antonello et al., 2015; Korzelius et al., 2014). Interestingly, in fixed midgut where Sox21a was not expressed, EBs commonly displayed triangle-shaped morphology (Figure 1A). We propose that these EBs are probably the dormant EBs that remain in the undifferentiated state (Figure 1H). By contrast, in EBs where Sox21a began to be expressed, EBs instead displayed oval-shaped morphology (Figure 1C,D). These EBs are likely the activated EBs that are undergoing mesenchymal-epithelial transition (Figure 1H). Taken together, these observations suggest that Sox21a is preferentially expressed in differentiating EBs in the intestinal epithelium. This unique expression pattern indicates that Sox21a might have a role during the process of EB differentiation into enterocyte.

**Figure 1.**
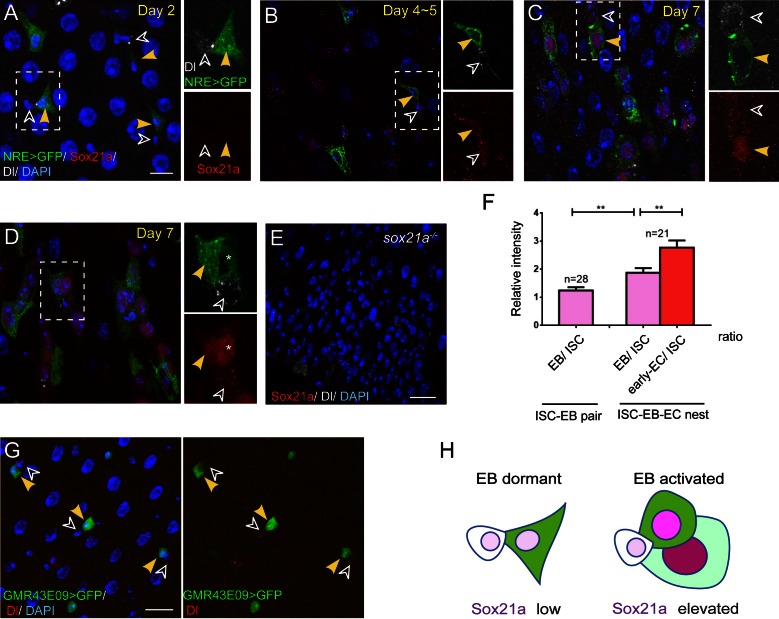
Sox21a is preferentially expressed in differentiating EBs. (**A**–**D**) Sox21a (red) expression in midguts of 2 to 7 days old females co-stained with Dl (white) and NRE>GFP (green). Separate color channels for the insets were enlarged and displayed on the right side of each corresponding images. ISCs and EBs were indicated by white or yellow arrowheads, respectively. Sox21a expression was largely undetectable in the midgut of newly eclosed females (**A**) Weak Sox21a expression was detectable in ISCs and EBs in midgut of 5 days old females (**B**). Sox21a expression increased with age, but EB showed a relatively higher expression level than ISC (**C**). In each ISC-EB-early-EC cell nests, the early EC displayed the highest expression level than the EB or the ISC (**D**). (**E**) As a control, no signal was detected by anti-Sox21a staining (red) in *Sox21a* null midgut. (**F**) The relative fluorescence intensity of Sox21a expression in each ISC-EB pairs and ISC-EB-Early EC cell nests (also see method). Error bars represent s.e.m. n is as indicated. ** denotes student’s t test p<0.01. (**G**) Expression of GMR43E09>GFP (green) and Dl (red) in midgut of 5-day-old females. GFP levels were higher in EB (yellow arrowhead) than in adjacent ISC (black arrowhead). (**H**) A schematic model for dynamic Sox21a expression pattern: the Sox21a expression level may distinguish different state of progenitors. Sox21a expression is at the minimum in differentiation-arrested EBs which typically display a triangle shape with cell protrusions. We refer to this state of EBs as 'dormant'. Sox21a expression is elevated in EBs when EBs begin to differentiate and display oval-shaped morphology. We refer to this state of EBs as 'active'. Sox21a expression reaches its highest level in differentiating EC, and then gradually disappears as EC matures. Scale bars in **A**, **B**, 10 μm; in **E**, 20 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14330.003

**Figure 1—figure supplement 1.**
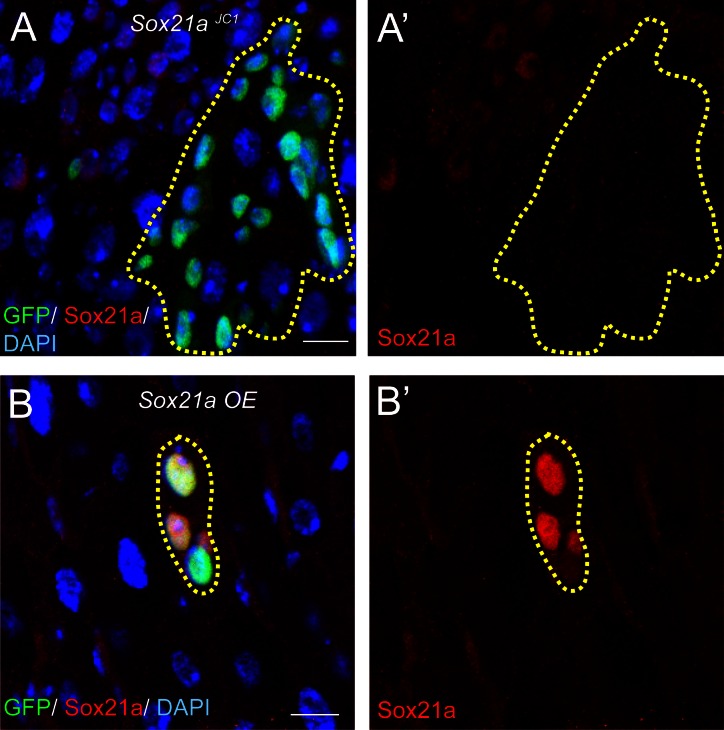
The Sox21a antibody is highly specific. (**A**) Staining with anti-Sox21a antibody (red) in *Sox21a* mutant clones (green, dashed lines). The signal was always absent in *Sox21a* mutant clones. (**B**) Staining with anti-Sox21a antibody (red) in *Sox21a* overexpression (OE) clones (green, dashed lines). The signal was greatly upregulated in *Sox21a OE* clones. Scale bars: 10 μm **DOI:** http://dx.doi.org/10.7554/eLife.14330.004

### *Sox21a* null mutants develop intestinal tumors composed of differentiation-defective cells

To study the function of *Sox21a*, we generated two gene deletion lines using the CRISPR/Cas9 system, and named these two alleles as *Sox21a [JC1]* and *Sox21a [JC2]*, which carries approximately 2.15 kb and 2.65 kb DNA fragment deletion, respectively, in the gene locus (Figure 2A). Because the coding region of *Sox21a* is almost entirely deleted in both alleles, they can be regarded as null alleles for *Sox21a*. Consistent with the midgut-restricted expression during development, *Sox21a* homozygous mutant flies are viable and fertile. Staining midgut of newly eclosed mutants showed that the general gut morphology and the cellular makeup of the monolayer midgut epithelium was largely normal, although the epithelial cells appeared to be more sparsely distributed in the epithelium compared to the wild type intestinal epithelium (Figure 2B). This indicates that Sox21a could have a role in regulating the proliferation of midgut progenitor cells during development. Strikingly, when the mutant flies got older, multilayered cell clusters composed of 50 or more cells (termed tumors hereafter) were frequently observed in both anterior and posterior midgut, and tumor incidence steadily increased with age (Figure 2C,D). At day 6 after eclosion, approximately 49.1% and 57.9% of [JC1] and [JC2] homozygous female flies had at least one tumor in the midgut, respectively, and at day 11, approximately 77.3% and 94.1% of [JC1] and [JC2] flies had gut tumors, respectively (Figure 2D). Tumor size also grew with time, and in aged mutants, the tumor masses often filled up the entire lumen space, suggesting that tumors grow rapidly once it is initiated.

**Figure 2.**
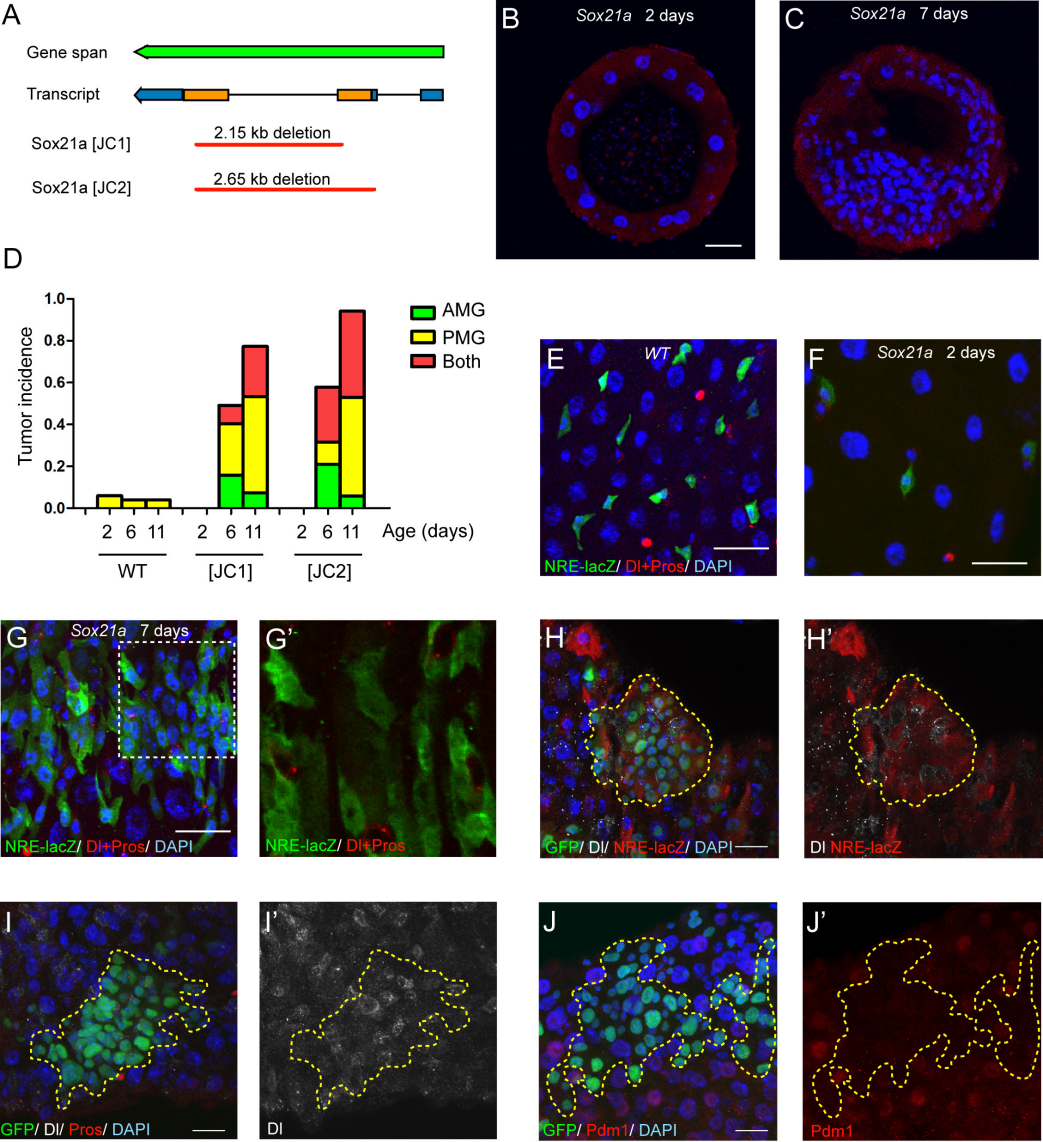
*Sox21a* mutation causes the development of intestinal tumors composed of differentiation-defective cells. (**A**) A diagram describing the molecular lesions of two *Sox21a* mutant alleles. Both alleles carry a large DNA fragment deletion spanning the coding region of *Sox21a*. (**B**–**C**) Cross-section of midgut from 2 day old (**B**) and 7 day old (**C**) *Sox21a* mutant flies. With age, *Sox21a* mutants developed tumors with multilayered structure (**C**). (**D**) Quantitative analysis of the tumor incidence at different regions of midgut with age. Genotypes of flies analyzed: wild type (WT), *Sox21a*^-/-^ [JC1] and *Sox21a*^-/-^ [JC2]. n = 40–50 guts. (**E**–**G’**) Staining of NRE-lacZ (green) and Dl + Pros (red) in the midgut of WT (**E**), *Sox21a* mutant flies at day 2 (**F**) and day 7 (**G**, **G’**) after eclosion. Compared to WT guts, *Sox21a* mutant guts did not show EB accumulation at day 2 (**E**, **F**), but showed dramatic EB accumulation at day 7 (**G**, **G’**). Accumulated lacZ^+^ cells were negative for Dl or Pros expression (**G’**). (**H, H’**) Staining of NRE-lacZ (red) in *Sox21a* mutant clones on day 7 after clone induction. LacZ was cell-autonomously activated. Non-cell autonomous LacZ+ cell clusters were also observed (see text). (**I**–**I**’) Staining of Dl (white), Pros (red) in *Sox21a* mutant clones. The Dl^+^ cells were scatteredly distributed in the clones, and Pros^+^ cell was rarely found within the mutant clones. (**J**, **J’**) Staining of Pdm1 (red) in *Sox21a* mutant clones.. Pdm1 expression was absent in the entire mutant clones. Scale bars: 20 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14330.005

To study the cellular outcome of the mutant cells, we examined the mutant midgut with several cell fate markers at day 2 and day 7 after eclosion. Like all other cells, the Su(H)Gbe-lacZ (NRE-lacZ)^+^ EBs are more sparsely distributed in the epithelium of the mutant intestine than of the wild type intestine at day 2 after eclosion (Figure 2E,F). However, the NRE-lacZ^+^ cells rapidly accumulated in the epithelium of the mutant intestine at day 7 (Figure 2G,G’). Thus, *Sox21a* mutants postnatally develop intestinal tumors. Co-staining Dl with NRE-lacZ revealed that ISCs and EBs were intermingled with each other in EB-accumulated regions (Figure 2G,G’). Those observations suggest that the tumors in *Sox21a* mutant intestine are mainly composed of ISCs and EBs, and indicate that Sox21a might be required for EB differentiation. To test the differentiation capability of *Sox21a* mutant cells, we generated *Sox21a* homozygous mutant clones by mitotic recombination using the MARCM system. As expected, the mutant clones cell-autonomously gave rise to intestinal tumors which was mainly composed of NRE-lacZ^+^ cells intermingled with Dl^+^ cells (Figure 2H,H’). We also observed clusters of NRE-lacZ^+^ cells outside of the clones (data not shown), which could be due to a non-cell autonomous effect by the mutant clones. There was also mild increase of Dl^+^ cells that were scatteredly distributed within the mutant clones (Figure 2I,I’). Rarely but occasionally Pros^+^ cells could be found in the mutant clones (Figure 2I and data not shown), indicating that Sox21a is not absolutely required for enteroendocrine cell differentiation. Polyploid cells were also found in the clones but their size was relatively smaller than ECs (Figure 2I–J). Interestingly, Pdm1, an enterocyte marker (Lee et al., 2009), failed to be expressed in *Sox21a* mutant cells in a cell-autonomous manner (Figure 2I,I’). These observations suggest that Sox21a is cell-autonomously required for EB differentiation into enterocyte.

### Sox21a functions to promote EB differentiation into enterocyte

The above results demonstrate that Sox21a is required for the expression of Pdm1. Because Pdm1 expression is sufficient to induce differentiation of progenitor cell into enterocyte (Korzelius et al., 2014), Sox21a may function to promote enterocyte differentiation by inducing Pdm1 expression. To test this hypothesis, we generated a *UAS-Sox21a* transgene and forcibly expressed it in progenitor cells using esgGal4, an ISC- and EB-specific Gal4 driver, and examined the consequences. Tub-Gal80^ts^ transgene was also added to the system to allow temporal control of transgene expression. Under normal conditions, virtually all Esg>GFP^+^ cells were negative for Pdm1 expression (Figure 3A,A’). However, when Sox21a was forcibly expressed for 5 days, approximately 34.2 ± 1.6% of Esg>GFP^+^ cells became positive for Pdm1 expression (Figure 3B,B’,E). The Pdm1^+^ cells were always one of the GFP^+^ ISC-EB pairs, indicating that expression of *Sox21a* could not induce Pdm1 expression in ISCs, but EBs (Figure 3B,B’). To test this hypothesis, we forcibly expressed *Sox21a* specifically in EBs using the Su(H)Gbe-Gal4 (NRE-Gal4) driver. Indeed, transient induction of Sox21 expression for 5 days induced approximately 72.3 ± 3.8% of NRE>GFP^+^ cells to turn on Pdm1 expression (Figure 3D,D’,E), and these cells began to show polyploidy, indicating that they are in the process of enterocyte differentiation (Figure 3D,D’). Next, we generated MARCM clones in which all GFP+ cells had constitutive Sox21a overexpression. The ISC-containing clones grew normally in size and were able to produce both polyploidy enterocytes and Pros^+^ enteroendocrine cells (Figure 3F), suggesting that forced Sox21a expression does not inhibit ISC activity and does not block enteroendocrine cell differentiation. Taken together, these data suggest that Sox21a overexpression is not sufficient to induce differentiation of ISCs, but is able to induce precocious differentiation of EBs by inducing Pdm1 expression.

**Figure 3.**
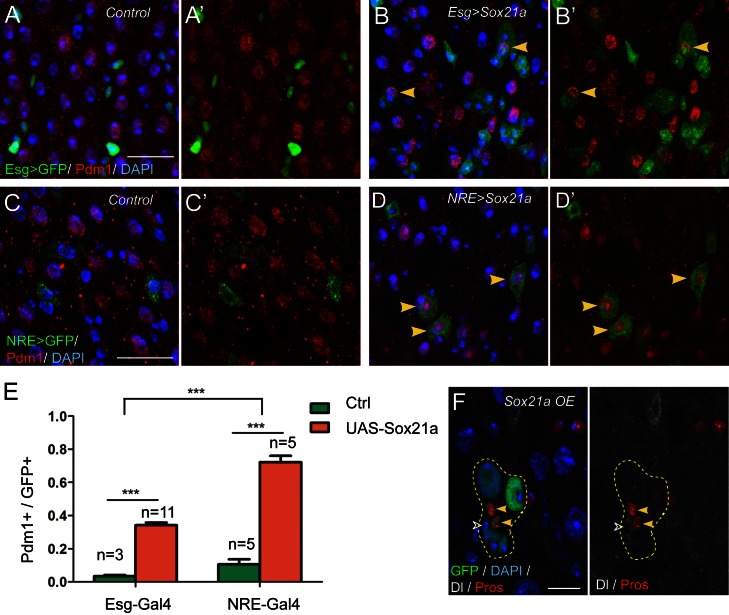
Sox21a functions to promote EB differentiation into EC. (**A**–**B’**) Expression of Esg>GFP (green) and Pdm1 (red) in control (**A**, **A’**) and Sox21a overexpressed guts(**B**, **B’**). Conditional expression of Sox21a in Esg^+^ cells for 7 days induced a part of Esg+ cells to turn on Pdm1 expression. (**C**–**D’**) Expression of NRE>GFP (green) and Pdm1 (red) in control (**C**,**C’**) and Sox21a overexpressed guts (**D**,**D’**). Conditional expression of Sox21a in NRE^+^ cells for 5 days induced most of the NRE^+^ cells to turn on Pdm1 expression. (**E**) Quantification of the percentage of Pdm1^+^ cells in GFP^+^ cells. Error bars represent s.e.m. n is as indicated. *** denotes student’s t test p<0.001. (**F**) Staining of Dl (white) and Pros (red) in MARCM clones with Sox21a overexpression (*Sox21a OE*) on day 5 after clone induction. Dl^+^ ISCs and Pros^+^ enteroendocrine cells could be detected in Sox21a OE clones. Scale bars in (**A**–**D**), 20 μm; in F, 10 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14330.006

### *Sox21a* mutant EBs are non-mitotic but are tumor-initiating cells

The requirement for Sox21a in EB differentiation explains the EB accumulation phenotype in *Sox21a* mutant intestine. Rapid EB-like tumor development indicates that the mutant EBs might have re-entered the cell cycle to replicate themselves, although normally Notch-activated EBs are non-mitotic and primed for enterocyte differentiation. BrdU incorporation assay revealed that the tumor cells had strikingly high ability to incorporate BrdU (Figure 4A,B). As expected, the mutant intestine had exponentially increased number of mitotic cells with age (Figure 4C). In addition, significantly increased number of mitotic cells was found in the tumors compared to non-tumor areas (not shown). These observations indicate that the increased mitotic activity drives tumor growth. To determine the identity of mitotic cells in Sox21 mutant tumors, we co-stained the mitotic marker phospho-histone 3 (PH3) with various cell fate markers. Surprisingly, virtually all mitotic cells in the tumor were NRE-lacZ^-^ (353 out of 354) (Figure 4D–E). Thus, the proliferative cells that drive tumor growth are not EBs but ISCs.

**Figure 4.**
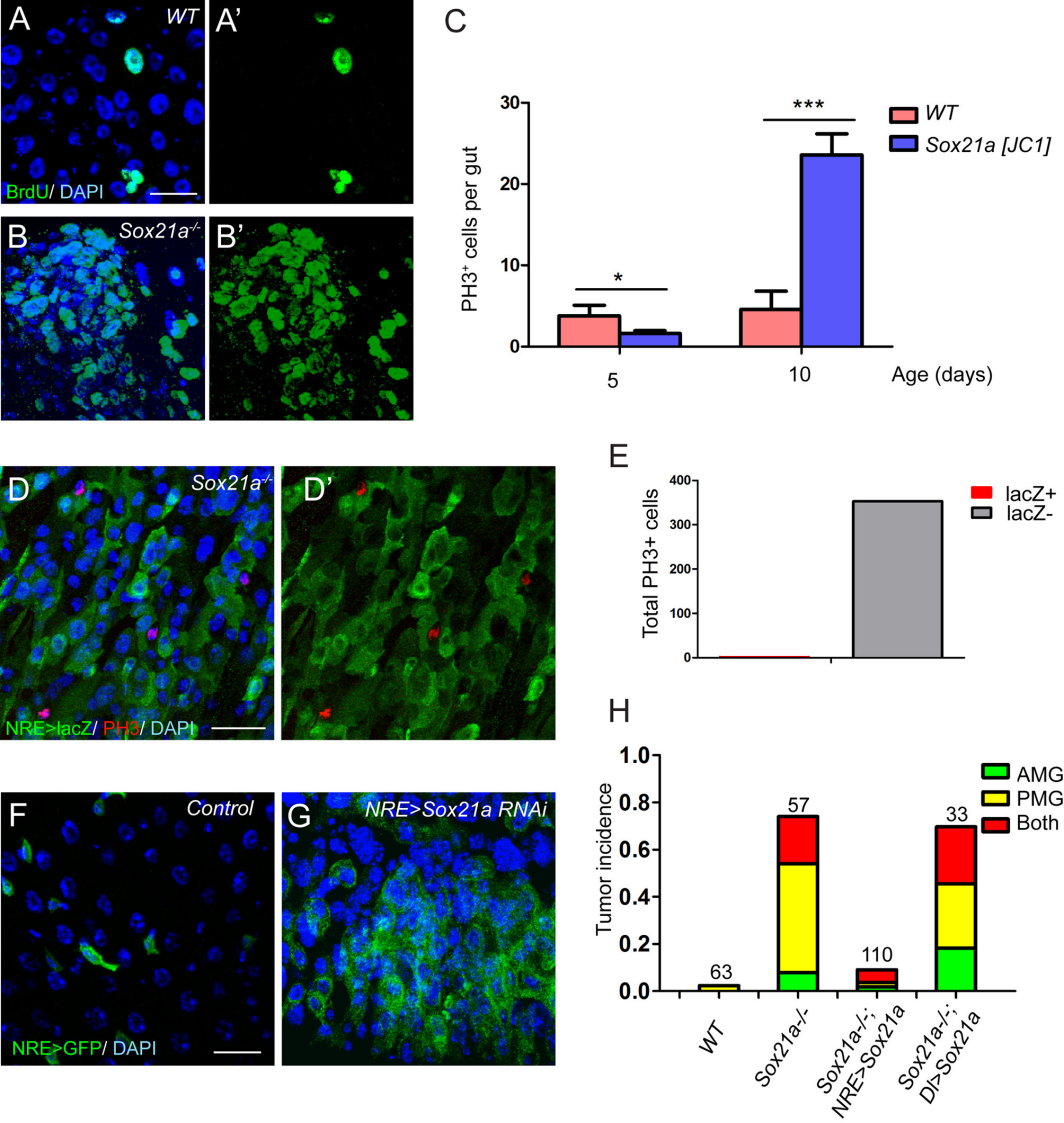
*Sox21a* mutant EBs are non-mitotic but are tumor-initiating cells. (**A**–**B**’) BrdU (green) incorporation assay in WT control and *Sox21a*^-/-^ gut. Compared to WT gut, *Sox21a* mutant gut showed increased BrdU incorporation in tumor regions. (**C**) Mitotic index of WT and *Sox21a*^-/-^ midgut at day 5 and day 10 after eclosion. Error bars represent s.e.m. n = 40–50 guts. * denotes student’s t test p<0.05. *** denotes student’s t test p<0.001. (**D**–**E**) pH3 (red) staining in the tumor region of *Sox21a* mutant midgut (**D**,**D’**). Virtually all pH3^+^ cells were NRE>GFP^-^ cells (**D**’,**E**). (**F**, **G**) *Sox21a*-RNAi driven by NRE-Gal4^ts^ led to tumorous accumulation of GFP^+^ EBs. (**H**) Quantitative analysis of tumor incidence in the midgut of WT control, *Sox21a*^-/-^, *Sox21a*^-/- ^; *NRE>Sox21a* and *Sox21a*^-/- ^; *Dl*>*Sox21a* flies. Expression of *Sox21a* transgene in EB, but not in ISC, could effectively suppress tumor development in *Sox21a* mutant midgut. Total number of guts examined is as indicated. Scale bars: 20 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14330.007

One possible explanation for the increased ISC proliferation in the tumor is that, in addition to a function in EB differentiation, Sox21a also functions in ISCs to inhibit cell proliferation. However, Specifically knocking down *Sox21a* by RNAi (HMJ21395 or JF02191) in EBs using Su(H)Gbe-Gal4,UAS-GFP; Tub-Gal80^ts^ (referred to as NRE-Gal4^ts^) was sufficient to induce rapid accumulation of EB-like cells in the intestinal epithelium (Figure 4F,G), a phenotype largely similar to that observed in *Sox21a* mutant intestine. Therefore, loss of Sox21a in EB is sufficient to induce tumor development, indicating that *Sox21a* mutant EBs are tumor-initiating cells, although they are non-mitotic cells.

If the non-mitotic EBs are indeed tumor-initiating cells in *Sox21a* mutants, we would expect to see that EB-specific transgene expression of Sox21a should be able to prevent tumor development in *Sox21a* mutant intestine. We therefore generated *Sox21a* mutant flies carrying NRE-GAL4^ts^ and *UAS-Sox21a* transgenes, in which the expression and therefore the function of Sox21a will be restricted in EBs in the intestinal epithelium. In another experiment, we also generated *Sox21a* mutant flies carrying Dl-GAL4^ts^ and *UAS-Sox21a* transgenes, in which the expression and therefore the function of Sox21a will be restricted in ISCs in the intestinal epithelium. Indeed, EB-specific expression of Sox21a largely suppressed intestinal tumor formation in both anterior and posterior midgut of *Sox21a* mutants (Figure 4H). By contrast, ISC-specific expression of Sox21a failed to suppress intestinal tumor formation in *Sox21a* mutants (Figure 4H). Taken together, these data suggest that EB is the tumor-initiating cell that is necessary and sufficient for intestinal tumor development in *Sox21a* mutant intestine.

### Loss of Sox21a in EBs causes upregulation of multiple secreted mitogens

Because *Sox21a* mutant EBs are non-mitotic yet are responsible for tumor initiation, the mutant EBs must non-cell autonomously induce ISC proliferation to promote tumor formation. 

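Esg-GFP+ cells, marked by a GFP fusion of the transcription factor Esg, are taken in the paper as the intestinal progenitor cells, the ISCs and EBs. RNA-seq was carried out on such cells sorted from wild type and Sox21a-/- flies at day 10. The libraries analysed here are 4 labelled wild type and 3 labelled Sox21a-/-. All wild type libraries also held RNA of the enteroendocrine gene NPF, at 3989 to 9268 FPKM, so RNA of other cells is not excluded. The paper's methods give 3 biological replicates, while the wild type means of the growth factors in Fig. 5A lie nearest to those over all 4 wild type libraries. All 4 were kept. The authors mapped single-end reads to Release 5 of the Drosophila melanogaster genome with TopHat and computed expression with Cufflinks. The deposited values are FPKM (fragments normalized to the length of the exon model and to the mapped reads) for genes given by FlyBase ID, without read counts. The depth was recovered from the size of the steps between the lowest values of each library, which rested on 5 to 39 genes per library. It came to between about 10186358 and 10283909 reads in wild type replicates 1 and 2 and Sox21a-/- replicate 2, and to between about 8235833 and 8898278 reads in the other libraries. The mean over the libraries is 82.8% of the average number of raw reads in the paper's methods, which give 86% as mapped. The libraries thus lie at a higher or a lower depth, and either level holds both genotypes.
Of all values, 25.7% were exactly 0, and 4924 genes (64.7%) were listed at 0 in at least 1 library. The zeros were not limited to weakly expressed genes. They made up 26.2% of the values of genes with a median of 1 to 2 FPKM among their values above 0, and 32.5% of those of genes at 100 to 1000 FPKM. Among 64 ribosomal protein genes, 43 were listed at 0 in at least 1 library. The share of values at 0 was 21.4% for protein-coding genes with 1 annotated transcript and 39.5% for those with 6 to 10 in the BDGP6 annotation. Wild type replicates 3 and 4 were the closest pair of libraries, yet of 439 genes at 100 FPKM or above in replicate 3, 88 (20.0%) were listed at 0 in replicate 4. A 0 in these values can therefore be a failed estimate, so a gene with zeros is given by its value in each library, without a mean and SD.

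**Figure D1:**
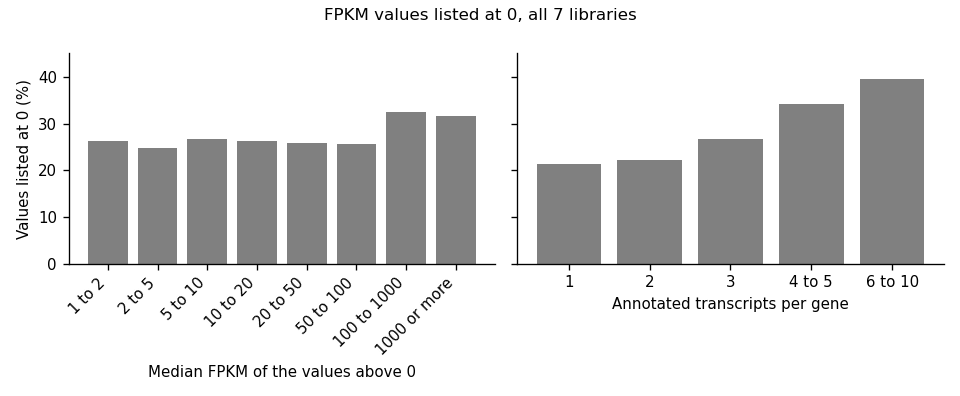
Percent of the FPKM values that are listed at 0, over all 7 libraries, by the median FPKM of the gene's values above 0 (left) and by the number of annotated transcripts of protein-coding genes (right). Each bar is 1 class of genes. The share is 26.2% at 1 to 2 FPKM and 31.6% at 1000 FPKM or more, and it is highest, 39.5%, for genes with 6 to 10 transcripts.

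The groups were compared with limma, two-sided, on log2(FPKM + 1) for the 6565 genes with a mean of at least 1 FPKM over all libraries. A fold change on this scale understates the change of weakly expressed genes, and a 0 beside a high value gives a large difference with a large error. Single genes were also tested by an exact permutation test over the 35 ways to part 7 libraries into 4 and 3, whose smallest possible p is 0.0286.
Sox21a itself (FBgn0036411) lies on the minus strand of chromosome 3L from 14103481 to 14108118 in BDGP6, whereas the study mapped to Release 5. It was listed at 0 in wild type replicates 1 and 2, and was at 230.4 and 233 FPKM in wild type replicates 3 and 4. In the libraries labelled Sox21a-/-, it was at 96.3 FPKM in replicate 1, at 50.6 FPKM in replicate 2 and at 0 in replicate 3. The log2 difference was 0.17 with a standard error of 2.90 (adjusted p = 0.977, limma with Benjamini-Hochberg adjustment), and the exact permutation p was 1. With the zeros treated as missing, a setting chosen after seeing the data, the log2 difference was -1.72 (adjusted p = 0.0347, limma with Benjamini-Hochberg adjustment). Only wild type replicates 3 and 4, the closest pair of libraries, and Sox21a-/- replicates 1 and 2 then had a value. This adjusted p may therefore not measure the spread between biological replicates. Sox21a therefore does not check the label of each library, and wild type and Sox21a-/- stand for the labels from here on.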

To understand the underlying mechanisms, we compared the transcriptome of Esg^+^ progenitor cells with and without Sox21a depletion. 

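The values of 4 secreted growth factors, spi, upd3, Pvf2 and Pvf1, were compared library by library between the libraries labelled wild type and Sox21a-/-. Each of these genes was listed at 0 in at least 1 library. Positions are those of BDGP6.
The gene spi (FBgn0005672, chromosome 2L, 19567900 to 19577315) was listed at 0 in wild type replicates 1, 2 and 4 and was at 170.3 FPKM in wild type replicate 3. In Sox21a-/- it was at 172, 99.6 and 148 FPKM in replicates 1 to 3. The only wild type value above 0 thus lies within the range of the Sox21a-/- values. The log2 difference was 5.25 (standard error 2.00). Its limma P was 0.0392, the exact permutation p was 0.114, and the adjusted p was 0.331 (limma with Benjamini-Hochberg adjustment). Without wild type replicate 3, the only one above 0, the log2 difference was 7.10 with a limma P of 1.56e-06. In that fit every wild type value left was 0, so this P measured no spread among wild type libraries. When any other single library was left out, the log2 difference was between 4.63 and 5.47 and the limma P rose to between 0.0834 and 0.1004. With depth level as a covariate, added after seeing the data, the log2 difference was 4.83 and the limma P was 0.0553.
The gene upd3 (FBgn0053542, chromosome X, 18277233 to 18284596) was at 45.8, 0, 51.3 and 51.9 FPKM in wild type replicates 1 to 4 and at 96.4, 50.6 and 99.7 FPKM in Sox21a-/- replicates 1 to 3. Sox21a-/- replicate 2 thus did not exceed wild type replicates 3 and 4. Among the libraries of lower depth, both Sox21a-/- values were above both wild type values. Among those of higher depth, Sox21a-/- replicate 2 (50.6 FPKM) was above wild type replicate 1 (45.8 FPKM) and replicate 2, whose 0 can be a failed estimate. The log2 difference was 2.07 (standard error 1.54; exact permutation p = 0.257; adjusted p = 0.622, limma with Benjamini-Hochberg adjustment), and it was 0.66 without wild type replicate 2, the library listed at 0. With zeros treated as missing it was also 0.66, with a limma P of 0.0449 (adjusted p = 0.159, limma with Benjamini-Hochberg adjustment).
For Pvf2 (FBgn0031888, chromosome 2L, 7069536 to 7084635), the wild type values were 4.59, 0, 4.03 and 0 FPKM and the Sox21a-/- values 32.3, 0 and 33.2 FPKM in order of replicate. The values above 0 correspond to 72.0 and 99.3 reads per library in wild type and to 559 and 622 reads in Sox21a-/-. The log2 difference was 2.18 (standard error 1.50; exact permutation p = 0.343; adjusted p = 0.614, limma with Benjamini-Hochberg adjustment). Without Sox21a-/- replicate 2, which was listed at 0, it was 3.87 with a limma P of 0.0108. With zeros treated as missing, a setting chosen after seeing the data, it was 2.67 (adjusted p = 0.00154, limma with Benjamini-Hochberg adjustment).
Pvf1 (FBgn0030964, chromosome X, 18832682 to 18842901) was above 0 in 1 library of each group, at 4.23 FPKM in wild type replicate 4 and at 7.00 FPKM in Sox21a-/- replicate 1. The log2 difference was 0.40 (standard error 1.03; exact permutation p = 0.714; adjusted p = 0.892, limma with Benjamini-Hochberg adjustment). It changed sign to -0.60 without Sox21a-/- replicate 1. With zeros kept as values and all libraries used, spi alone of the 4 genes passed an unadjusted P of 0.05, and none had groups that separated beyond the spread between libraries in the exact permutation test.

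**Figure D2:**
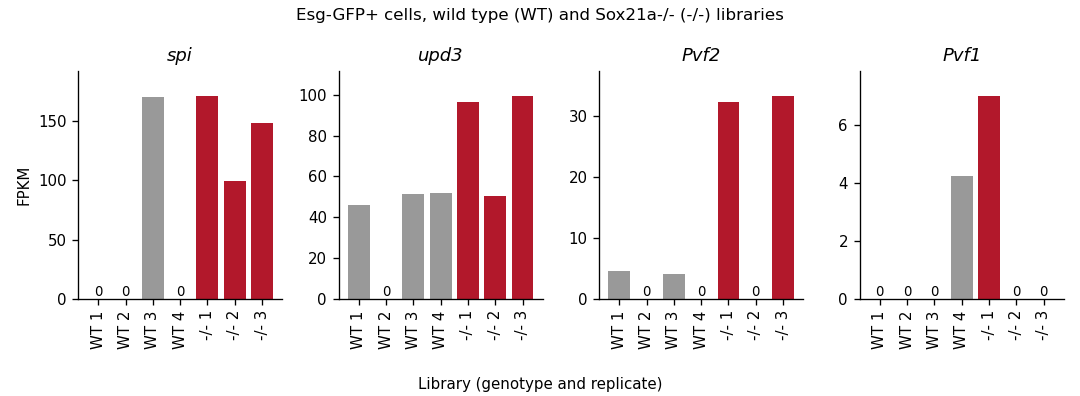
FPKM of spi, upd3, Pvf2 and Pvf1 in each library of Esg-GFP+ cells, with 4 libraries labelled wild type (grey, WT) and 3 labelled Sox21a-/- (red, -/-). Each bar is the value of 1 library, and 0 marks a library in which the gene is listed at 0. The vertical scale differs between genes. The wild type value of spi above 0 (170.3 FPKM) is as high as its Sox21a-/- values.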

Multiple secreted growth factors were found to be up-regulated by two fold or more in Sox21a-depleted cells, including Spitz (Spi), a ligand for EGFR/Ras/MAPK signaling, Upd3, a ligand for JAK/STAT signaling, and Pvf2 and Pvf1, which also induces Ras/MAPK signaling via PVR (Figure 5A). Interestingly, these factors all function as positive regulators of ISC proliferation during normal homeostasis and/ or in response to injury or infection (Beebe et al., 2010; Biteau et al., 2011; Bond and Foley, 2012; Buchon et al., 2009; 2010; Choi et al., 2008; Jiang et al., 2009; 2011; Lin et al., 2010; Xu et al., 2011). In addition, increased Spi signaling promotes tumor development from Notch mutant ISCs (Patel et al., 2015), and increased Upd3 signaling in EBs following the disruption of the Misshapen-Warts-Yorkie pathway also induce ISC proliferation and intestinal hyperplasia (Li et al., 2014). This raises an interesting hypothesis that *Sox21a* mutant EBs may induce ISC proliferation via paracrine Ras/MAPK and/or JAK/STAT signaling. 

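The mitogen list fixed for this comparison holds the ligands of the EGFR, JAK/STAT and PVR pathways. Of its 10 genes, 5 could be tested, namely spi, upd3, Pvf1, Pvf2 and Pvf3, and all 5 were listed at 0 in at least 1 library. The median log2 difference over these genes was 2.07, and 4 of the 5 were higher in Sox21a-/-. This median was 0.66 without wild type replicate 2, 1.35 without Sox21a-/- replicate 1 (3 of the 5 higher) and 1.32 without Sox21a-/- replicate 3. It was 2.56 without wild type replicate 3, 1.78 without wild type replicate 4 and 2.38 without Sox21a-/- replicate 2, each with all 5 higher. Without wild type replicate 1 it was 2.51 (4 of the 5 higher). The list did not pass camera, a test of a gene list against all other genes (adjusted p = 0.388 over 11 lists, limma's camera with Benjamini-Hochberg adjustment), or fry (adjusted p = 0.388, same adjustment). Over the alternatives the list's adjusted p ranged from 0.0506 to 0.707. No member passed when adjusted over the list alone, and none did when adjusted over all genes. The exact permutation p of the list's mean over the libraries was 0.143. From the growth factors shown in Fig. 5A, which promote ISC proliferation in earlier studies that it cites, the paper proposes that Sox21a mutant EBs act on ISCs through paracrine Ras/MAPK or JAK/STAT signaling. It then turned to enhancer trap lines and to knockdown of spi in EBs.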

In vivo validation of gene expression was subsequently conducted with available enhancer trap lines. Spi-lacZ is an enhancer trap line for Spi, and its lacZ expression was barely detectable in the wild type midgut epithelium, including ISCs and EBs, probably due to low levels of baseline expression in healthy midgut (Figure 5B,B’). However, lacZ expression became readily detectable in EBs following Sox21a depletion by RNAi (Figure 5C,C’). By contrast, we did not observe significant upregulation of Upd3-lacZ, a reporter for Upd3 expression (Figure 5—figure supplement 1). Interestingly, staining with phospho-ERK (pERK), a direct readout of MAPK signaling activity, revealed that the pERK signal was strongly enhanced in the diploid cells adjacent to the EB cells with Sox21a depletion (Figure 5D,E). Importantly, the increase of pERK activity in *Sox21a* mutant epithelium was completely suppressed when Sox21a was re-expressed in EBs (Figure 5F,F’), suggesting that Sox21a depletion in EB is both sufficient and necessary for enhanced pERK signaling in *Sox21a* mutant intestine. We found that conditional overexpression of Spi in EBs also produced a similar EB-like tumor phenotype, indicating that Spi upregulation could be one of the reasons responsible for the enhanced pERK signaling in ISCs (Figure 5G,G’). Consistent with this hypothesis, EB-specific knockdown of *spi* significantly reduced, although not completely eliminated, the ISC overproliferation phenotype in *Sox21a* mutant intestine (Figure 5H). As a comparison, EB-specific expression of *Sox21a* transgene produced a much stronger inhibitory effect on ISC proliferation in *Sox21a* mutant intestine, and the mitotic index was reduced to wildtype levels (Figure 5H). 

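In the transcriptome of Esg-GFP+ cells, Pvf3 and grk were the other members of the mitogen list with values analysed here. Pvf3 (FBgn0085407), a PVR ligand next to Pvf2 on chromosome 2L (7098188 to 7157695 in BDGP6), was at 2.74, 0, 4.45 and 4.81 FPKM in wild type replicates 1 to 4. In the libraries labelled Sox21a-/- it was at 4.11, 0 and 4.35 FPKM. The log2 difference was -0.13 (standard error 0.90; exact permutation p = 0.714; adjusted p = 0.948, limma with Benjamini-Hochberg adjustment), and it was 0.66 without Sox21a-/- replicate 2, the library listed at 0. The EGFR ligand gene grk was at 0, 2.19, 1.05 and 1.42 FPKM in wild type and at 0, 0 and 2.29 FPKM in Sox21a-/-, below the mean of 1 FPKM needed for limma (exact permutation p = 0.571). The ligand genes vn, Krn, upd1 and upd2 were not analysed here.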

Taken together, these observations suggest that in *Sox21a* mutant intestine, loss of Sox21a in EBs causes derepression of multiple mitogens, including Spi, and others, such as Pvf2 and Pvf1, that all act as paracrine signals to induce Ras/MAPK signaling activity in ISCs and promote ISC proliferation. As a result, more mutant EBs are produced, which further propel ISC proliferation. This leads to the establishment of a positive amplification loop between ISCs and their progeny, which eventually leads to uncontrolled production of differentiation defective EBs from ISCs and consequently tumorigenesis.

**Figure 5.**
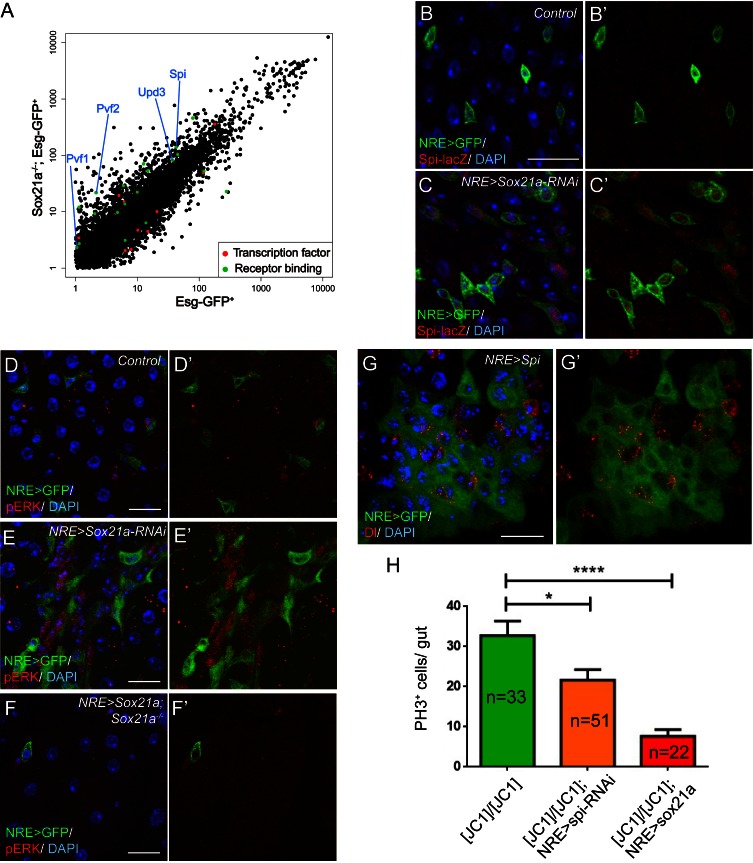
Spi/MAPK signaling is required for tumorigenesis driven by *Sox21a* mutant EBs. (**A**) A scatter plot shows the comparison of gene expression profiles of Esg-GFP^+^ cells in wild type and *Sox21a*^-/- ^ midgut. Green dots depict genes of receptor binding proteins with 2-fold and higher changes, and red dots depict genes of transcription factors with 2-fold and higher changes in the mutant midgut. (**B**–**C**’) Spi-lacZ (red) and NRE>GFP (green) expression in control and *NRE>Sox21a* RNAi midguts of 7-day-old females. Spi-lacZ expression was undetectable in the wild type midgut (**B**, **B’**), but was elevated in EBs of *NRE>Sox21a-RNAi* midgut (**C**, **C’**). (**D**–**F**) pERK (red) staining in midguts of the following genotypes: NRE>GFP (control, **D**, **D’**), *NRE*>*Sox21a* RNAi (**E**, **E’**) and NRE>*Sox21a; Sox21a*^-/- ^(**F**, **F’**). EB- specific *Sox21a*-RNAi caused dramatic enhancement of pERK signal in the diploid cells adjacent to EBs, and EB-specific expression of Sox21a suppressed pERK upregulation in *Sox21a* mutant midgut. (**G**, **G’**) Transgenic Spi expression driven by NRE-gal4^ts ^ led to tumorous accumulation of EBs. Those accumulated EBs were all negative for Dl expression (**G’**). (**H**) A plot showing that either EB- specific knockdown of *spi* or EB- specific expression of *Sox21a* transgene significantly reduced ISC overproliferation in *Sox21a* mutant intestine, and *sox21a* transgene expression had a much stronger effect. Error bars represent s.e.m. n is as indicated. * denotes student’s t test p<0.05. ***p<0.001. Scale bars: 20 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14330.008

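With each 0 counted as a value, the mean FPKM of spi was 42.6 over the 4 wild type libraries and 139.9 over the 3 libraries labelled Sox21a-/-, a ratio of 3.29. The ratio was 2.21 for upd3 (37.2 and 82.2 FPKM), 10.1 for Pvf2 (2.16 and 21.8 FPKM) and 2.21 for Pvf1 (1.06 and 2.33 FPKM). These means include libraries in which the genes are listed at 0, which number 3 of 4 in wild type for spi and for Pvf1. Among the 6565 genes with a mean of at least 1 FPKM, the group means differed by a ratio of at least 2 for 2203 genes, of which 1191 were higher and 1012 lower in Sox21a-/-. Of these 2203 genes, 1793 (81.4%) were listed at 0 in at least 1 library. Among genes at 0 in no library, 296 were higher and 114 lower by this ratio. The colours for transcription factors and receptor binding proteins rest on an annotation that was not used here.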

**Figure 5—figure supplement 1.**
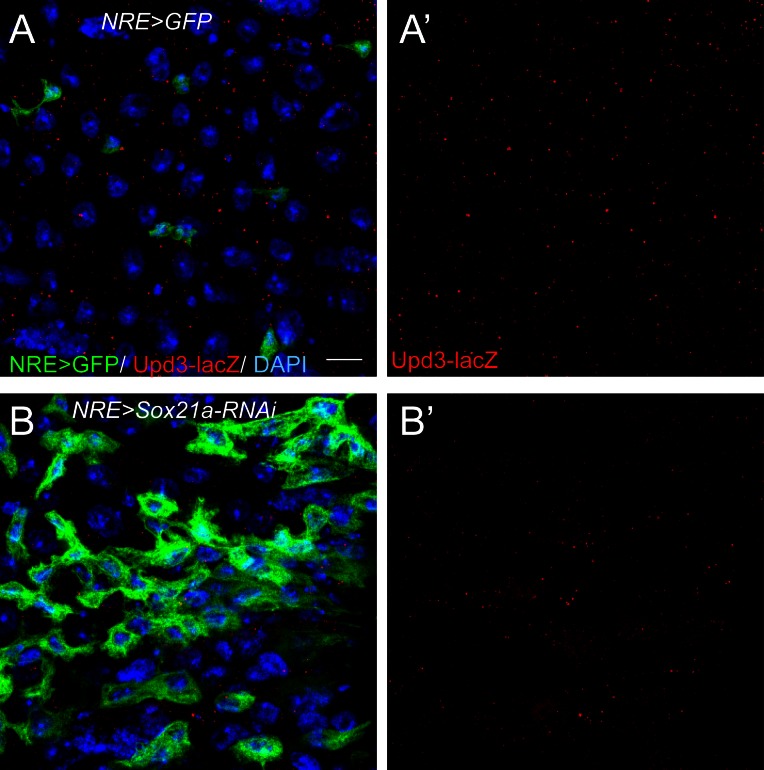
Upd3-lacZ was not significantly upregulated in *Sox21a-*depleted EBs. (**A**) Staining of Upd3-lacZ (red) in midgut of NRE-Gal4; UAS-GFP (green). (**B**) Staining of Upd3-lacZ (red) in midgut of NRE-Gal4; UAS-GFP; UAS-Sox21a RNAi. GFP was in green. Upd3-lacZ was not obviously upregulated in Sox21a-depleted EBs. Weak upregulation of Upd3-lacZ was sometimes observed in the nearby GFP^-^ cells. Scale bars: 10 μm **DOI:** http://dx.doi.org/10.7554/eLife.14330.009

**Figure 5—figure supplement 2.**
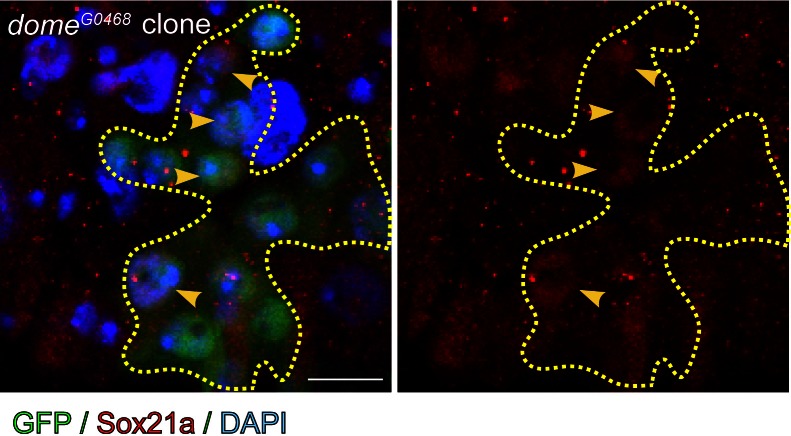
Sox21a was still expressed in JAK/STAT-compromised clones. Staining of Sox21a (red) in *dome^468^* clones, in which the cells are defective in differentiation. Expression of Sox21a could still be detected in *dome* mutant cells. Scale bar: 10 μm **DOI:** http://dx.doi.org/10.7554/eLife.14330.010

### Sox21a-Spi- mediated ISC-EB amplification loop participates in damage-induced intestinal regeneration

The regulatory role for Sox21a in Spi signaling indicates that Sox21a not only functions to promote EB differentiation, but may also provide a feedback mechanism from differentiating EBs for controlling ISC activity, and thereby intestinal homeostasis. We therefore tested whether the expression of Sox21a could be regulated upon tissue damage. Feeding flies with Dextran sulfate sodium (DSS) has been established as an effective mean to induce intestinal damage and inflammation, which then triggers ISC activation for accelerated epithelial repair (Amcheslavsky et al., 2009). A relatively rapid damage and repair process was set for this experiment (Figure 6A). Interestingly, following DSS treatment, Sox21a expression was rapidly downregulated in EBs (Figure 6B,B’,C,C’,I). This downregulation was accompanied by massive EB accumulation in the epithelium resulted from increased ISC proliferation (Figure 6C,C’). However, during the recovery phase following the DSS treatment, Sox21a was dramatically upregulated in the accumulated EBs (Figure 6D,D’,I), and differentiating ECs (Figure 6E,E’). Interestingly, spi-lacZ showed exactly the reciprocal expression pattern to Sox21a during the damage and regeneration process, as its expression was activated during the DSS treatment, and diminished at the recovery phase (Figure 6F–H”). We also examined the expression of the Sox21a expression reporter GMR43E09>GFP during the damage and repair process. Consistent with the changes in Sox21a expression, GMR43E09>GFP was transiently downregulated right after the damage and then upregulated 1.5–2 days after the damage (Figure 6—figure supplement 1).

**Figure 6.**
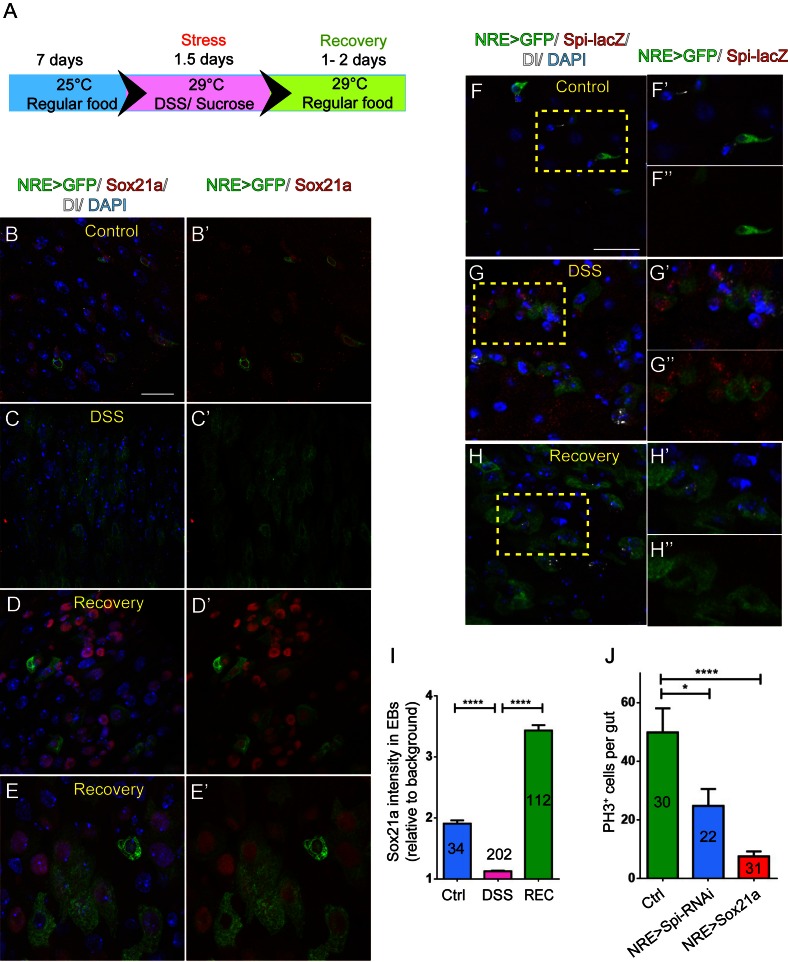
Sox21a-Spi- mediated ISC-EB amplification loop participates in damage-induced intestinal regeneration. (**A**) The scheme of damage induction and recovery. (**B**) (**B**–**E’**) Sox21a (red) expression in the midgut of flies fed with sucrose-soaked diet (**B**, **B’**) and DSS-soaked diet (**C**, **C’**) as well as the flies of 2 day recovery after DSS feeding (**D**, **D’**, **E**, **E’**). Compared with sucrose-treated control gut (**B**, **B’**), DSS treatment showed rapid decline of Sox21a expression in EBs (**C**, **C’**). During the recovery phase, Sox21a was dramatically upregulated in EBs (**D**, **D’**) and differentiating ECs (**E**, **E’**). (**F**–**H”**) Spi-lacZ (red) expression in the midgut of flies treated with sucrose (**F**–**F”**) or DSS (**G**–**G”**) as well as the flies at the recovery phase after DSS treatment (**H**–**H”**). Compared with sucrose-treated midgut, in which Spi-lacZ expression was undetectable (**F**–**F”**), DSS treatment induced Spi-lacZ expression (**G**–**G”**). Spi-lacZ expression was shut down again at the recovery phase (**H**–**H”**). (**I**) Fluorescence intensity of Sox21a expression in EBs relative to background in the midgut of flies fed with sucrose, DSS and flies at the recovery phase after DSS treatment. Sox21a expression in EB was virtually reduced to background levels in DSS-induced damage phase, and then massively upregulated during the recovery phase (REC). Error bars represent s.e.m. n is as indicated. **** denotes student’s t test p<0.0001 (**J**) Quantification of pH3^+^ cells in midguts of indicated genotypes. EB- specific depletion of Spi could partially reduce DSS- induced mitosis, while EB-specific transgene expression of Sox21a could strongly inhibit DSS- induced mitosis. Error bars represent s.e.m. n is as indicated. * denotes student’s t test p<0.05. ***p<0.001. Scale bars: 20 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14330.011

**Figure 6—figure supplement 1.**
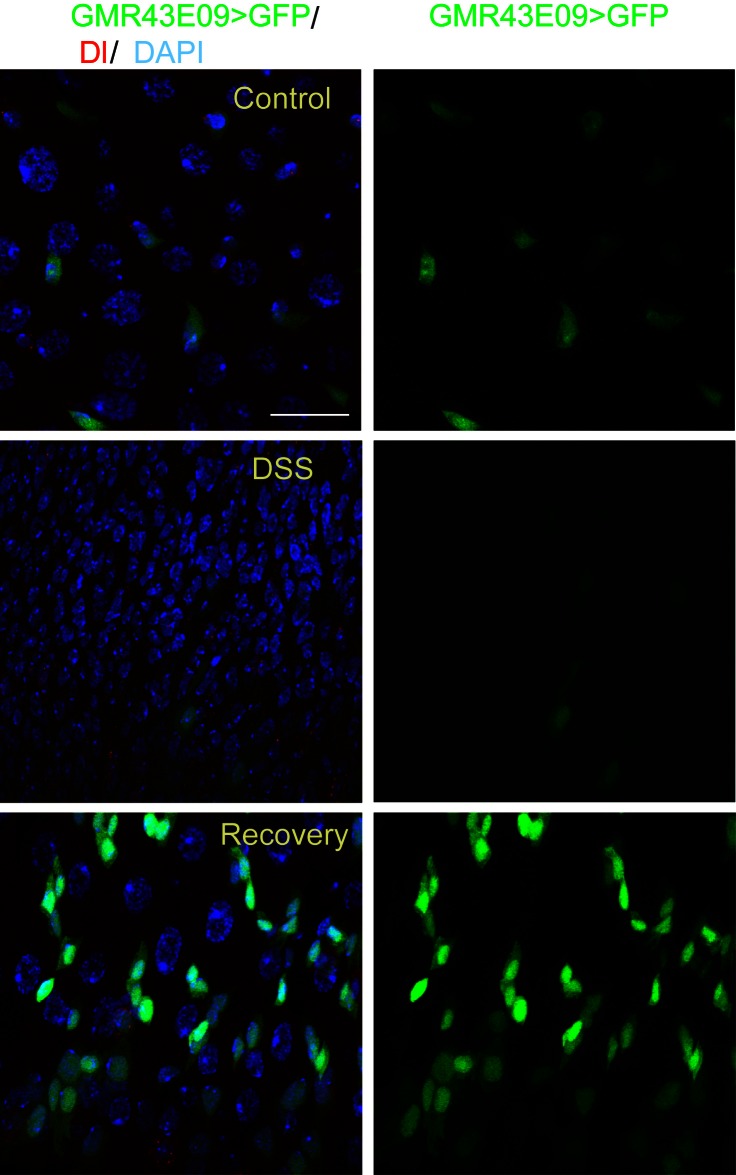
GMR43E09>GFP (green) expression in the midgut of flies treated with sucrose (**A**–**A’**) or DSS (**B**, **B’**) as well as flies at the recovery phase after DSS treatment (**C**–**C’**). Compared with sucrose-treated midgut (**A**, **A’**), DSS treatment caused rapid downregulation of GFP expression in EBs (**B**,**B’**). A temporal elevation of GFP expression was observed in the intestinal epithelium during the recovery phase (**C**, **C’**). Scale bar: 20 μm **DOI:** http://dx.doi.org/10.7554/eLife.14330.012

These observations indicate that the Sox21a-Spi regulatory pathway could mediate damage-induced intestinal regeneration. To functionally test this hypothesis, we asked whether reversing the expression of Sox21a or Spi in EBs could affect intestinal regeneration following damage. Specific depletion of Spi in EBs significantly reduced the proliferative response of ISCs following DSS treatment (Figure 6J). On the other hand, overexpression of Sox21a in EBs almost completely eliminated the proliferative response of ISCs (Figure 6J). These results suggest that dynamic regulation of the Sox21-Spi pathway is critical for effective intestinal regeneration after damage. Compared to the effect by *EB>Sox21a*, incomplete suppression of ISC proliferation by *EB>Spi-RNAi* may indicate that Spi is merely one of the factors downstream of Sox21a that mediate damage-induced ISC proliferation.

Taken together, our data suggest a model in which an ISC-EB feedback amplification loop controlled by dynamic expression of Sox21a regulates intestinal homeostasis, regeneration and tumorigenesis (Figure 7). Normally, Sox21a is expressed in differentiating EBs to promote enterocyte differentiation. Following tissue damage, Sox21a is temporally downregulated in EBs to allow the production of mitogens, which then act back on ISCs to promote ISC proliferation. This leads transient activation of ISC-EB amplification loop for accelerated production of progenitor cells prepared for epithelial differentiation. At the recovery phase, Sox21a is upregulated to shut down the ISC-EB amplification loop and promote cell differentiation and homeostasis re-establishment. In *Sox21a* mutant intestine, the ISC-EB feedback amplification loop is continuously active, which drives massive production of differentiation-defective cells and tumorigenesis (Figure 7).

**Figure 7.**
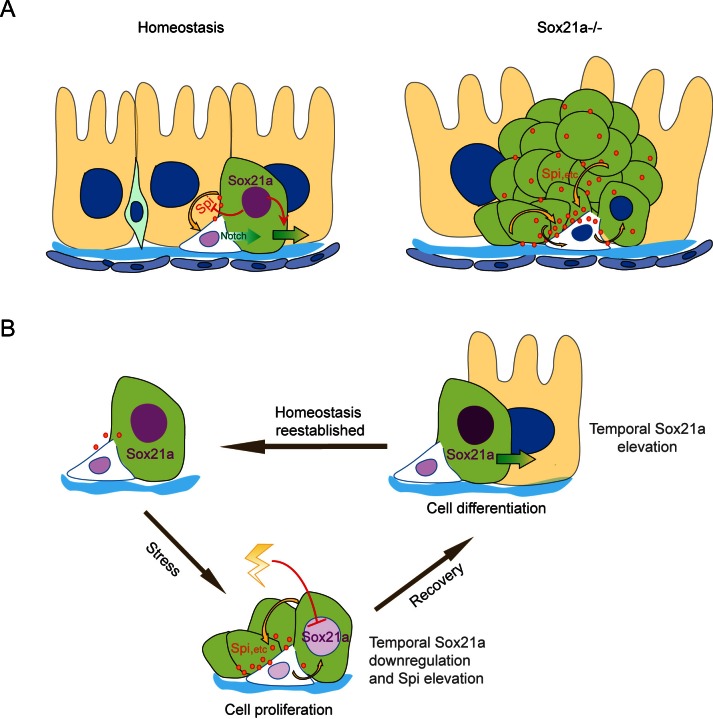
Schematic models of the ISC-EB feedback loop during normal homeostasis, regeneration and tumorigenesis. (**A**) During normal homeostasis (left panel), ISC and EB typically exist as a progenitor pair. Sox21a is expressed in EB to promote EB differentiation and at the same time to restrict ISC activity by inhibiting paracrine signals, such as Spi, etc.. In *Sox21a* mutant midgut (right panel), continuous paracrine signals drives continuous activation of the ISC-EB loop, leading to massive production of differentiation-defective cells and tumorigenesis. (**B**) Sox21a-mediated amplification loop is employed in damage-induced intestinal regeneration. Tissue damage causes temporal downregulation of Sox21a in EB and consequently derepression of mitogenic factors, which act in a paracrine manner to promote ISC proliferation. This leads to a temporal activation of the ISC-EB amplification loop for rapid production of progenitor cells prepared for epithelial differentiation. During the recovery after the damage is withdrawn, Sox21a is temporally upregulated in EBs to promote epithelial differentiation and homeostasis reestablishment. **DOI:** http://dx.doi.org/10.7554/eLife.14330.013

## Discussion

Sox family proteins in metazoan are divided into different groups based on their similarity in biochemical properties, and Sox21a belongs to the SoxB2 subgroup whose function is relatively less studied compared to the most related SoxB1 subgroup proteins, such as the pluripotency factor Sox2 (McKimmie et al., 2005; Sarkar and Hochedlinger, 2013). By cellular and genetic analysis, here we have characterized the functions of Sox21a, a member of the SoxB2 group in *Drosophila* and revealed two major roles. First, Sox21a is essential for EC differentiation from EB. Sox21a protein is mainly expressed in differentiating EBs, a pattern that is consistent with its role in EB differentiation. Loss of Sox21a causes accumulation of undifferentiated cells that fail to express Pdm1, the EC marker. The majority of these mutant cells remain as diploid EBs and some begin to show polyploidy, indicating that mechanisms controlling EC differentiation and cell ploidy can be uncoupled. On the other hand, forced transgene expression of Sox21a in EBs accelerates their differentiation into ECs as evidenced by precocious expression of Pdm1. However, forced expression of Sox21a in ISCs does not induce their differentiation, suggesting that Sox21a is necessary but not sufficient for inducing EC differentiation from ISCs. One possible explanation for this is that EC differentiation requires both Sox21a and Notch activity. Indeed, although Notch activity is known to be both necessary and sufficient for inducing EC differentiation from ISCs, Notch activated EBs that have already been presented along the length of midgut in young flies remain dormant for several days until there is a need for cell replacement (Antonello et al., 2015; Hochmuth et al., 2011). These observations indicate that activation of Notch alone is not sufficient to induce EB differentiation, but only primes EB for EC differentiation. Notch-activated EBs will stay in undifferentiated state until Sox21a is activated, which then promotes differentiation of the primed EBs into ECs.

Another surprising role for Sox21a revealed in this study is that it provides a feedback regulation of ISC activity by suppressing mitogenic signals from differentiating EBs. This function is important for controlling the strength of the ISC-EB amplification loop for balanced self-renewal of ISCs and differentiation of EBs. Because Sox21a is also required for EB differentiation, disruption of this function will cause sustained activation of the ISC-EB amplification loop as well as blocked EB differentiation, leading to the formation of EB-like tumors. Importantly, following epithelial damage, Sox21a is quickly downregulated in EBs. This allows temporal activation of the ISC-EB loop for rapid production of progenitor cells prepared for epithelial repair. During recovery, Sox21a is then temporally upregulated in EBs. This not only stops the ISC-EB amplification loop to avoid excessive EB production, but also accelerates cell differentiation for epithelial repair. Therefore, Sox21a does not simply act as a tumor suppressor in intestine. It is dynamically regulated to control the process of epithelial regeneration in response to various environmental changes via regulating the strength of the ISC-EB amplification loop. Because Sox21a expression in intestine is dynamic during normal adult development, it is conceivable that its expression could possibly be influenced by physiological changes, such as food intake and activity of symbiotic bacteria, and fine-turning Sox21a activity could be important for maintaining regular epithelial turnover. How Sox21a expression is regulated is unclear, but signaling pathways that are implicated in regulating intestinal regeneration, such as JAK/STAT or EGFR/Ras pathways are potential candidate regulators, especially JAK/STAT, which is known to be essential for EB differentiation. During the preparation of this manuscript, two groups have reported the function of Sox21a in *Drosophila* midgut (Meng and Biteau, 2015; Zhai et al., 2015). Meng and Biteau did not observe the tumor suppressive function of Sox21a, possibly because they used a weak mutant allele of *Sox21a* in their study. Notably, Zhai et al., observed a similar tumor suppressive role for Sox21a as reported here. Interestingly, they suggest that Sox21a is regulated by JAK/STAT signaling, as Sox21a transgene expression is able to rescue the differentiation defects caused by disrupted JAK/STAT signaling. However, we found that Sox21a was still expressed in JAK/STAT compromised EBs (Figure 5—figure supplement 2). Therefore, how Sox21a is regulated during normal homeostasis and regeneration remains to be further explored, and it is possible that Sox21a could be controlled by a combination of regulators in a cell type-specific manner, with different mechanisms in ISCs and EBs. Because Sox proteins commonly function together with other cell type-specific co-factors in regulating gene transcription (Kamachi and Kondoh, 2013; Sarkar and Hochedlinger, 2013), Sox21a could function with different co-factors in ISCs and EBs. These are interesting questions worthy of further investigation.

Cells in a given tumor are usually heterogeneous and based on the ability to initiate tumors, tumor cells can be divided into tumor-initiating cells and non-tumor-initiating cells. Here in this case, Sox21 mutant EBs can be regarded as the tumor-initiating cells in vivo. Depleting Sox21a specifically in EBs is sufficient to initiate EB-like tumors. Conversely, restoring Sox21a function specifically in EBs is sufficient to prevent tumor development in *Sox21a* mutant intestine. However, unlike typical tumor-initiating cells, *Sox21a* mutant EBs are post-mitotic cells. In addition, their ability to initiate tumors depends on the activity of local ISCs. Therefore, this study also reveals a novel example of tumor-initiating cells in vivo that do not divide themselves, but can “propagate” themselves by utilizing local stem cells.

In short, by studying the function of Sox21a in *Drosophila* ISC lineages, we identified a novel feedback amplification loop between stem cells and their progeny that mediates epithelial regeneration and tumorigenesis. It has long been suggested that tissue regeneration and tumorigenesis are intimately associated, although the mechanistic connection is still obscure (Oviedo and Beane, 2009). The Sox21a-Spi mediated- ISC-EB amplification loop revealed here may provide a simple example of potential mechanisms that could connect tissue regeneration with tumorigenesis: transient activation of the stem cell- progeny amplification loop promotes regeneration, whereas sustained or irreversible activation of the amplification loop promotes tumorigenesis. We propose that this could be a general mechanism underlying tissue regeneration and tumorigenesis in other tissues, including that in mammals and humans.

## Materials and methods

### Fly stocks

The following stocks were used in this study: UAS-Sox21a-RNAi (BDSC, #53991, #31902) (Ni et al., 2011); esg-Gal4,UAS-GFP (gift from Shigeo Hayashi); Su(H)-Gbe-lacZ (gift from Sarah Bray); Su(H)-Gbe-Gal4 and Dl-Gal4 (gift from Xiankun Zeng and Steven Hou) (Zeng et al., 2010); GMR43E09-Gal4 (BDSC, #46247); dome^G0468^ FRT19A (Lin et al., 2010); UAS-sSpi (gift from Talila Volk); UAS-Spi-RNAi (VDRC, #v3922); Spi-lacZ (gift from Henry Sun). Esg-GFP (GFP trap, gift from Lynn Cooley). These stocks were generated in this study: Sox21a^JC1^; Sox21a^JC2^; FRT2A Sox21a^JC1^; UAS-Sox21a; Upd3-lacZ was generated as previously described (Jiang et al., 2009).

### Generation of *Sox21a* mutant and transgenic lines

Two *Sox21a* mutants were generated by Cas9 mediated gene knock out described before (Kondo and Ueda, 2013). The following guide RNAs were used:

For *Sox21a*^JC1^:

5’-GGAGGCGCGCCTGTAGGTCC-3’ and 5’- GAATGGACGCTTCTGTCCTT-3’

For *Sox21a*^JC2^:

5’-GGAGGCGCGCCTGTAGGTCC-3’ and 5’- GATGCCGGGCGCGGAGTCAA-3’

To construct the *Sox21a* transgenic flies, the following primers were used to amplify the coding region of *Sox21a* from cDNA:

5’- ACGGTGAATCGGCAGTCTAA-3’ and 5’- AGCCATTTGTTTGGGTTCCAG-3’

The 2.2 kb PCR product was cloned into pUAST vector. Transgenic fly strains were generated by P element-mediated germline transformation.

### Preparation of rabbit polyclonal anti-Sox21a

Polyclonal antibody against Sox21a was generated from rabbit using the following synthetic peptide: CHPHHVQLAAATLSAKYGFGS. The cysteine residual that was added at the N terminal end of the peptide was used to conjugate keyhole limpet hemocyanin (KLH). Serum obtained from immunized rabbit was purified by antigen affinity chromatography. Purified anti-serum at final dilution of 1:1000 was used.

### Mosaic analysis

The binary GAL4/UAS system was used for spatial and temporal control of transgene expression in intestine (Brand and Perrimon, 1993; McGuire et al., 2003). MARCM system was used to generate mitotic clones in intestinal epithelium (Lee and Luo, 1999). MARCM clones were induced in 2–3 day old female progenies by 37°C heat shock for 1 hr. For the binary expression system, crosses were made at 18°C. 2–3 day old female progenies with desired genotype were then transferred to 29°C, cultured with regular corn meal with yeast paste and transferred every two days prior to dissection and analysis.

### Immunostaining

Immunostaining of *Drosophila* midgut was performed as previously described (Lin et al., 2008). The following primary antibodies were used in this study: mouse anti-Dl (DSHB, 1:100 dilution); mouse anti-Pros (DSHB, 1:300); mouse anti-phospho-Histone H3 antibody (Cell Signaling Technology, 1:500); rabbit anti-pERK(Cell Signaling Technology, 1:200); rabbit polyclonal anti-lacZ antibody (Cappel,1:6000); rabbit anti-Pdm1 (gift from Xiaohang Yang, 1:1000); rabbit anti-Pros (gift from Yuh-Nung Jan, 1:1000). Secondary antibodies used in this study: goat anti-rabbit or anti-mouse IgGs-conjugated to Alexa (568 or Cy5) (Molecular Probes, 1:300). Images were captured using a Zeiss LSM510 confocal microscope. All images were adjusted in Adobe Photoshop and assembled in Illustrator.

### Fluorescence intensity measurement

The Image J software (National Institutes of Health, Bethesda, MD, USA, http://rsb.info.nih.gov/ij/) was used to measure the fluorescence intensity of Sox21a staining. The relative fluorescence intensity was calculated as the corrected fluorescence intensity of EB or Early EC divided by the corrected fluorescence intensity of ISC in the same cell nests. The corrected fluorescence intensity is the average of fluorescence intensity of each cell’s nuclear region minus the average of background fluorescence intensity.

### BrdU Labeling

2 day old female flies were cultured on standard corn meal supplemented with 2 mg/mL BrdU (Sigma-Aldrich) for 5 days, transferred every day. Female guts were dissected and fixed in 4% formaldehyde for 30 min and followed by DNase I treatment for 15 min at 37°C. The samples were then washed 3 times with PBT and incubated with a rat anti-BrdU (Abcam) overnight at 4°C.

### DSS feeding

7 days old female flies were collected and starved for 10 hr and then were cultured with 5% sucrose solution with or without 5% DSS (MP Biomedicals) soaked in kimwipe paper at 29°C for one and half days. Half of the flies were then dissected for analysis (damage phase), and another half were continuously cultured on regular corn meal supplied with yeast paste for one to two days at 29°C before dissection and analysis (recovery phase).

### FACS and RNA-seq

Profiling of intestinal progenitor cells were performed according to the method described previously (Dutta et al., 2013). The lines of Esg-GFP and Esg-GFP; *Sox21a*^-/-^ were used to harvest intestinal progenitor cells. Hundreds of guts were dissected in DEPC-PBS on ice within 1 hr and digested with 1 mg ml^−1^ Elastase (Sigma, cat. no. E0258) in 1 hr at 25°C. Dissociated cells were pelleted at 400*g* for 20 min, resuspended in DEPC-PBS, filtered with 70 μm filters (BD Falcon) and sorted using a FACS Aria II sorter (BD Biosciences). Esg-GFP fusion was used to express green fluorescent protein (GFP) to sort each cell population, using *w^1118^* midgut to set fluorescence gate. For each of the three biological replicates, about 250,000 sorted cells were used to harvest total RNA with the Direct-zol™ RNA MiniPrep kit (Zymo research, cat. no. E0258), as described in detail at Bio-protocol (Chen et al., 2016). Illumina TruSeq RNA Sample Prep Kit (Cat#FC-122-1001) was used with 50 ng of total RNA for the construction of sequencing libraries.

### RNA-seq data analysis

Single-end reads were mapped to the Drosophila melanogaster genome (Release 5) using TopHat (v2.0.10). The GTF annotations from the Ensembl release (BDGP5) were also supplied to tophat using the -G flag to allow Tophat to utilize known splice junctions. Each sequencing experiment generated an average 11.18 million raw reads, and 86% was successfully mapped for each experiment. Gene expression was quantified by the number of reads that fall into the exons. The results are normalized to RPKM (reads per kilobase of exon model per million mapped reads) using Cufflinks (v2.2.1). Differentially expressed genes were identified by using the following criteria: P value <= 0.05, Fold change >= 2.

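The paper's text does not name the test behind these criteria. With limma on log2(FPKM + 1), 438 genes were higher and 264 lower in the libraries labelled Sox21a-/- at an unadjusted P of at most 0.05 and a fold change of at least 2. Of these 702 genes, 428 (60.97%) were listed at 0 in at least 1 library, against 62.5% of all genes tested. After Benjamini-Hochberg adjustment of limma's P, 91 genes were higher and 69 lower at 0.05, and 72 of these 160 genes were listed at 0 in at least 1 library. The setting that moved the adjusted counts most, apart from a fit with the replicate number as a block, treated zeros as missing and was chosen after seeing the data. It gave 344 genes higher and 269 lower among 4912 genes tested.
Among the 5 largest rises of genes whose groups did not overlap were those of FBgn0065058 (a snoRNA), Ubi-p5E, CHMP2B and AttD, and the 5 largest falls were those of CG15784, eIF1A, CG34198, FBgn0026753 and CG14696. Most of these differences rest on zeros. Ubi-p5E was listed at 0 in 3 wild type libraries, this snoRNA and CHMP2B in all 4, and the 5 genes with the largest falls in all 3 Sox21a-/- libraries. AttD, an antibacterial peptide gene of the attacin family, was at 1.57, 5.27, 9.90 and 0 FPKM in wild type and at 380.4, 261 and 296 FPKM in Sox21a-/-. Its log2 difference was 6.41 (standard error 0.83, adjusted p = 0.0190 by limma with Benjamini-Hochberg adjustment), and every Sox21a-/- value was above every wild type value (exact permutation p = 0.0286).
Among the 2460 genes tested that were at 0 in no library, a set chosen after seeing the data, 225 were higher and 72 lower by P and fold change. After adjustment within this set 227 were higher and 196 lower, and 88 of these 423 genes also passed when all genes were adjusted together. The groups did not overlap for 836 of the 2460 genes (33.98%), where chance gives 5.71%. The largest rise was that of tobi, from 0.813 ± 0.345 FPKM (SD, n = 4 wild type libraries) to 50.9 ± 30.5 FPKM (SD, n = 3 Sox21a-/- libraries), with a log2 difference of 4.69 (standard error 0.37, adjusted p = 0.000632 within the set by limma with Benjamini-Hochberg adjustment). The largest fall was that of lz, from 5.39 ± 1.04 FPKM to 0.157 ± 0.172 FPKM, with a log2 difference of -2.46 (standard error 0.21, adjusted p = 0.000632 from the same test).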

How the deposited data were processed for this re-analysis (not part of the article)

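RNA-seq was carried out on Esg-GFP+ midgut cells from wild type (4 libraries) and Sox21a-/- (3 libraries) flies at day 10. The authors mapped single-end reads to Release 5 of the Drosophila melanogaster genome with TopHat and the BDGP5 annotation. They computed FPKM with Cufflinks for each library (the paper's methods write RPKM, which is the same for single-end reads), and these deposited FPKM values, for 7608 gene IDs, are the only values used. No scaling between libraries beyond FPKM is stated, and the filter that led to these genes is not stated. Every column of values was mapped to a library by its label. The paper's methods give 3 replicates without saying which wild type libraries they are, while the wild type means in Fig. 5A lie nearest to those over all 4.

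Gene names and positions come from the BDGP6 annotation by FlyBase ID, with 7339 of 7608 IDs matched, and positions are given as those of BDGP6. Genes with many transcripts are rarer in the table. It holds 47.6% of the protein-coding genes with 1 annotated transcript and 18.0% of those with 6 to 10.

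The number of reads per library was recovered from the values, since FPKM times exon length is a multiple of what 1 read is worth. It rested on values of FPKM times kilobases below 0.2 of 5 to 39 genes per library and came to between about 8235833 and 10283909 reads. Reads per gene given from it are approximate. Summed FPKM per library were between 321021 and 537114. Zeros in these values can be failed estimates, so they were kept as deposited in the reported values and each library's value is printed.

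The reported comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust settings) on log2(FPKM + 1), two-sided, without a covariate, for the 6565 genes with a mean of at least 1 FPKM. Genes were counted by the paper's criteria (P of at most 0.05 and fold of at least 2) and by Benjamini-Hochberg adjusted p of at most 0.05. A fold on this scale understates the change of weakly expressed genes. Single genes and list means were also tested by an exact permutation test of log2(FPKM + 1) over all 35 splits of the libraries, two-sided, whose smallest p is 0.0286. Gene lists (mitogens, cell cycle, Notch targets, EGFR and MAPK targets, JAK/STAT targets, enterocyte, enteroendocrine, visceral muscle, hemocyte, fat body and ovary, and trachea) were written by hand and tested with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation beside it, adjusted over 11 lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.

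The genes named in the text follow a fixed rule. They are the genes the paper names with an expression statement or as a cell marker, the members of the mitogen list, and the 5 genes with the largest rise and the 5 with the largest fall among those past P of at most 0.05 and fold of at least 2 whose groups do not overlap. Of these, 1 gene is not reported here. Genes named among those at 0 in no library, and members of lists, were named after their values were seen.

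The limma step was tested on simulated data with the means of the 6565 genes and 200 changed genes. At an adjusted p of at most 0.05 it recovered 165 of them (82.5%) with no zeros, and 10 of 175 calls were unchanged genes. With the deposited zeros put in, it recovered 37 (18.5%), and 56 of 94 calls were unchanged genes. With these zeros treated as missing it recovered 118 (59%), and 3 of 121 calls were unchanged genes.

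The alternatives were pseudocounts of 0.1 and 0.01, no filter or a mean of at least 5 FPKM, quantile normalization, median-ratio scaling, scaling without the 50 highest genes, limma without trend or robust settings, the ratio of group mean FPKM, each library left out in turn, and the replicate number as a block. Zeros treated as missing, genes at 0 in no library, depth level as a covariate and wild type replicates 3 and 4 averaged were added after seeing the data. Classes of transcription factors and receptor binding proteins, and the guide RNA sites and deletions of the alleles, were not analysed here.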

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

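The camera and fry tests of the lists over all tested genes were fixed before the data were examined. So were their alternatives with an estimated correlation, another pseudocount, a higher filter, quantile normalization or a library left out. The camera and fry tests among genes without zeros were chosen after seeing the data. The other tests in this part were chosen after the result was seen, with some exceptions. These are the gene-by-gene comparison of wild type replicates 3 and 4, the test of how zeros are placed for spi, and the test of gene length. Groups are named by the labels of their libraries, which the Sox21a values do not check.

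Among the wild type libraries, 1 library lay far from the other 3 in 7 of the 38 values examined, where about 1.9 would be so by chance (Dixon's criterion). For 5 of these, a value of 0 makes the gap. Wild type replicate 3 was at 170.3 FPKM for spi and the other 3 were at 0. Wild type replicate 2 was at 0 for upd3 and the others between 45.8 and 51.9 FPKM. Wild type replicate 4 was the only one above 0 for Pvf1 (4.23 FPKM) and for Ubi-p5E (914 FPKM). Wild type replicate 1 was at 0 for Su(H), with the others between 3.06 and 3.60 FPKM. The mean log2(FPKM + 1) of the trachea list in wild type replicate 2 was 2.06, with the others between 0.44 and 0.62. This list has 2 tested genes, and 1 of them was listed at 0 in the other wild type libraries. CG15784 was at 794 FPKM in wild type replicate 2 and between 559 and 582 FPKM in the others, and no explanation was tested for this gene.

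Too few reads at weakly expressed genes are argued against as the source of the zeros, since 32.5% of the values of genes at 100 to 1000 FPKM were 0. Estimates that failed in single libraries are a candidate explanation. Of the genes at 100 FPKM or above in wild type replicate 3, 20.0% were at 0 in wild type replicate 4, whereas 98.3% of the 351 genes above 0 in both lay within 1.5 times of each other. In the reverse direction 79 of 458 genes (17.2%) were at 0. The value of spi in wild type replicate 3 stands for 2628 reads, so a 0 in the other wild type libraries is not a matter of depth.

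Zeros placed without regard to genotype would put all of them in wild type for 11.4% of the genes with 3 zeros. The share was 17.4% (107 of 614 genes, where 70.2 would be placed so; exact binomial p = 1.09e-05), which argues against placement wholly without regard to genotype across these genes. This leaves open, for spi itself, whether its 3 zeros are failed estimates or come with low expression in wild type. The difference in genotype remains an explanation that these values do not test.

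The enterocyte list, whose member nub encodes the paper's enterocyte marker Pdm1, was higher in Sox21a-/-. Its median log2 difference was 1.13 over 39 genes, of which 26 were higher (adjusted p = 0.0138 over 11 lists, limma's camera with Benjamini-Hochberg adjustment). The exact permutation p of the list's mean over the libraries was 0.457, and the means of the groups overlapped, with 3.69 to 5.08 in wild type and 4.55 to 5.81 in Sox21a-/- on the log2(FPKM + 1) scale. Across the alternatives this adjusted p ranged from 1.67e-07 to 0.707. The call did not hold under fry (adjusted p = 0.184) or with an estimated correlation between genes (adjusted p = 0.707), nor at pseudocount 0.01 (0.0641), without wild type replicate 4 (0.0585) or without Sox21a-/- replicate 3 (0.128). Adjusted over the list alone, 2 members passed, and 1 passed when adjusted over all genes. In wild type, 38 of the 39 genes were at 1 FPKM or more on average and 30 at 10 FPKM or more, so the sorted cells or their companions express the list too. No member is held by another list. Many are trypsin, Jonah and lysozyme genes with near-identical copies, whose reads Cufflinks could split between copies, and their single values are uncertain. The most abundant member at 0 in no library, yip7, was at 483 ± 301 FPKM (SD, n = 4) in wild type and 2211 ± 628 FPKM (SD, n = 3) in Sox21a-/-.

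Several technical explanations of the enterocyte list are argued against. Under quantile normalization its median was 1.04 (adjusted p = 0.0157, camera with Benjamini-Hochberg adjustment), so scaling between libraries is not the whole cause. Gene length is not either. Among the 18 members at 0 in no library, the median of 1.57 was at percentile 100 of 10000 random lists matched on exon length and mean expression, whose median was 0.11 and whose highest value was 0.93. Failed estimates as the whole cause are argued against by the same members, of which 18 were higher (exact permutation p of the mean = 0.0286, the smallest that 7 libraries allow; camera adjusted p = 5.95e-06; fry adjusted p = 0.128). Wild type replicate 1 had the lowest mean of the list, but without it the median was 0.76 (adjusted p = 0.0128, camera with Benjamini-Hochberg adjustment).

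More enterocytes among the sorted Sox21a-/- cells and higher expression within the sorted cells cannot be told apart for this list. If enterocytes alone brought these transcripts, the members would rise by a common factor. Their ratios of group means ran from 1.05 to 5.75 with a median of 3.00, and the exact permutation p for unequal factors was 0.0571. What keeps this open is that the sorted wild type cells carry the same transcripts. The count of lists does not set the genotypes apart, since 15 of the 35 splits of the libraries gave at least 2 lists with an adjusted p of at most 0.05.

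The hemocyte list was also higher in Sox21a-/-. Its median log2 difference was 1.64 and all 7 tested genes were higher (adjusted p = 0.0138, camera with Benjamini-Hochberg adjustment; exact permutation p of the mean = 0.0286). Across the alternatives the adjusted p ranged from 0.00193 to 0.707. It did not hold under fry (0.184), with an estimated correlation (0.707), without wild type replicate 4 (0.0585) or at a mean of at least 5 FPKM, where 2 of its genes are left (0.378), and no member passed when adjusted over the list alone. The size of the difference rests on Sox21a-/- replicate 2, without which the median was 0.75 (adjusted p = 0.00742, camera with Benjamini-Hochberg adjustment). Col4a1 was at 33.1 FPKM in this library, at 3.67 and 5.40 FPKM in Sox21a-/- replicates 1 and 3 and between 1.83 and 2.73 FPKM in wild type, and NimC1 was at 15.0 FPKM in this library.

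Hemocytes among the cells of Sox21a-/- replicate 2 are a candidate explanation of the high list in this library, where 6 of the 7 members had their highest value. The exception, crq, was at 0 in wild type replicate 1 and between 111 and 141 FPKM in the other libraries, as the sorted cells may express it themselves. In wild type, 2 of the 7 members were at 1 FPKM or more on average, and no other list holds a member. The mean log2(FPKM + 1) of the list was also higher in Sox21a-/- replicates 1 and 3 (1.98 and 2.22) than in the wild type libraries (0.35 to 1.62), for which no cause was tested.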

How the results depend on the processing

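Alternatives to the pseudocount, the filter on low values, the scaling, the limma settings, the fold measure, the set of libraries and the list test were fixed before the data were examined. The settings with zeros as missing, genes at 0 in no library, depth level as a covariate and wild type replicates 3 and 4 averaged were chosen after seeing the data. Unless a cause is given, the cause was not tested.

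The counts by P and fold change (438 higher and 264 lower) stayed within 1.5 times under the alternatives except as follows. A mean of at least 5 FPKM gave 257 higher, with 4314 genes tested in place of 6565. Genes at 0 in no library gave 225 higher and 72 lower among 2460 tested. Lower genes were 149 with zeros as missing, and from 167 to 203 across the 7 fits that each left out one library, where fewer libraries entered the fit. They were 167 without wild type replicate 2 and 174 without wild type replicate 4.

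The adjusted counts (91 higher and 69 lower, limma with Benjamini-Hochberg adjustment) moved more. They were 59 higher at a mean of at least 5 FPKM, 58 higher and 36 lower with scaling that left out the 50 highest genes, 55 and 43 with depth level as a covariate, and 51 higher with wild type replicates 3 and 4 averaged. With zeros as missing they were 344 and 269, and among genes at 0 in no library 227 and 196. In this last set, leaving out one library gave from 130 to 267 higher and from 104 to 172 lower. The higher count was 130 without Sox21a-/- replicate 1, 139 without wild type replicate 4 and 146 without wild type replicate 3. The lower count was 104, 111 and 123 without these libraries and 119 without Sox21a-/- replicate 2.

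The replicate numbers were checked as pairs. The deviations of same-numbered libraries from their group means correlated at 0.0577, 0.326 and 0.191 for replicates 1, 2 and 3, so the numbers do not pair the libraries. With the replicate number as a block, replicates 1 to 3 gave 149 lower genes by P and fold change, 1 gene higher and 2 lower after adjustment, and 107 lower among genes at 0 in no library. The same fit gave a log2 difference of 4.63 for spi (adjusted p = 0.567, limma with Benjamini-Hochberg adjustment), 0.14 for Pvf3 and 0.12 for the fat body and ovary list, and 1 list with an adjusted p of at most 0.05, the hemocyte list. The adjusted p of the enterocyte list was 0.0529, and that of the EGFR and MAPK targets at 0 in no library was 0.0610 (camera with Benjamini-Hochberg adjustment).

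For Sox21a the direction depends on the zeros. Its log2 difference ran from -1.14 to 2.22 across the fits that left out one library, and it was below 0 without wild type replicate 1 or 2 (-1.14 each), Sox21a-/- replicate 1 (-1.09) or Sox21a-/- replicate 2 (-0.63). It was -1.72 with zeros as missing, -0.46 with depth level as a covariate and -1.24 as a ratio of group means. For spi the range was 4.63 to 7.10. It kept its side of the paper's limit on P without wild type replicate 3 (7.10), where every wild type value left is 0. It lost this side in each of the other 6 such fits and with depth level as a covariate (4.83). Pvf1 ran from -0.60 to 1.00, below 0 without Sox21a-/- replicate 1 only. Pvf2 ran from 1.32 to 3.87, past the limit on P without Sox21a-/- replicate 2 (3.87), and it was 2.67 with zeros as missing, also past it. upd3 kept its direction, from 0.66 (without wild type replicate 2) to 2.56, and passed both criteria under no setting.

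Of 531 other values of single genes and lists, 487 kept their direction and their side of the threshold, 17 kept only the direction and 27 reversed. The direction of a list is the one that camera gives. Leaving out one library reversed ttk (-1.56 to 1.45, 1.45 without Sox21a-/- replicate 1 and between 0.050 and 0.21 without wild type replicate 1, 2 or 3), N (-0.27 to 0.98, below 0 without wild type replicate 1), Su(H) (-0.085 to 0.65, below 0 without wild type replicate 1), dome (-0.24 to 0.21, below 0 without wild type replicate 2 or Sox21a-/- replicate 3), Pvf3 (-0.71 to 0.66, above 0 without wild type replicate 3 or 4 or Sox21a-/- replicate 2) and the lists of cell cycle (-0.14 to 0.12, 0.12 without wild type replicate 1), enteroendocrine (-1.27 to 0.29, 0.29 without Sox21a-/- replicate 3) and fat body and ovary genes (-0.32 to 0.81, -0.32 without Sox21a-/- replicate 2). With zeros as missing, ttk was 0.18, N -0.27, Su(H) -0.085 and Pvf3 0.090. With depth level as a covariate, ttk was 0.12 and dome -0.0087. As a ratio of group means ttk was 0.012. With wild type replicates 3 and 4 averaged, Pvf3 was 0.13. For dome the value was -0.087 under quantile normalization and -0.14 with scaling without the 50 highest genes, and the enteroendocrine list was 0.63 among genes at 0 in no library, where 1 gene is left. None of these genes and lists passed its threshold in the fit of all libraries.

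The number of lists with an adjusted p of at most 0.05 (2, camera with Benjamini-Hochberg adjustment) was 1 at pseudocount 0.01, 1 at a mean of at least 5 FPKM, 0 under fry, 0 with an estimated correlation and from 0 to 2 when one library was left out. It was 0 without wild type replicate 4 and 1 without Sox21a-/- replicate 3. Among genes at 0 in no library, the enterocyte list (5.95e-06), the EGFR and MAPK targets (0.0320) and the hemocyte list (0.0490) passed. In this set, the hemocyte call was lost without wild type replicate 1 (0.131), 3 (0.0547) or 4 (0.0709).

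The median log2 difference of all genes was 0.04 as deposited, -0.061 under quantile normalization and -0.11 with scaling without the 50 highest genes. Without correction for these shifts, the share of genes higher among adjusted calls was 56.9%, 50.4% and 61.7%, and among calls by P and fold change 62.4%, 55.6% and 55.0%.

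Depth limits Delta, whose wild type values stand for 23.2 to 65.2 reads, and Pvf1 and Pvf2, whose wild type values above 0 stand for 72.0 to 100.1 reads. Beyond depth, the zeros limit the calls. In simulated data with 200 changed genes, limma recovered 82.5% of them without zeros, 18.5% with the deposited zeros put in, and 59% with these treated as missing. The simulation takes every deposited 0 as a failed estimate.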

Differences from the paper's values

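For Pvf1, the paper reports a rise of 2-fold or more. On the log2(FPKM + 1) scale the fold was 1.32. Of the alternatives set before the data were examined, those within 1.5 times of the paper's fold were pseudocount 0.1 (1.61), pseudocount 0.01 (1.96), quantile normalization (1.33), the ratio of group mean FPKM (2.21), the replicate block (2.00) and the fits without wild type replicate 4 (2.00), without Sox21a-/- replicate 2 (1.87) and without Sox21a-/- replicate 3 (1.87). The gap remained with no filter on low values (1.32), median-ratio scaling (1.30), scaling without the 50 highest genes (1.29), limma without trend or robust settings (1.32), the fits without wild type replicate 1, 2 or 3 (1.15 each) and the fit without Sox21a-/- replicate 1 (0.661). At a mean of at least 5 FPKM the gene was not tested. In the replicate block and without wild type replicate 4, Pvf1 was at 0 in every wild type library left. Without Sox21a-/- replicate 1 it was at 0 in every Sox21a-/- library left. The size of these folds is set in part by the pseudocount, so they do not decide whether the paper's fold is met.

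The paper states that differentially expressed genes meet a limit on P as well as on the fold, and names upd3, Pvf2 and Pvf1 among the up-regulated growth factors. In limma the unadjusted P was 0.227 for upd3, 0.196 for Pvf2 and 0.708 for Pvf1 (exact permutation p 0.257, 0.343 and 0.714). Pvf2 met both criteria without Sox21a-/- replicate 2 (log2 difference 3.87, adjusted p = 0.182 by limma with Benjamini-Hochberg adjustment) and with zeros treated as missing, a setting chosen after seeing the values (log2 difference 2.67, adjusted p = 0.00154 by the same test). For upd3, that added setting gave a limma P of 0.0449 with a log2 difference of 0.66, which is under the fold limit. Pvf1 met both in none of the settings. For spi, the limma P of 0.0392 met the limit (exact permutation p = 0.114).

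The ratios of the group mean FPKM with each 0 counted as a value were at least 2 for all 4 growth factors. The means of spi were 42.6 and 139.9 FPKM in wild type and Sox21a-/-, beside about 42 and about 140 in Fig. 5A, read by eye. Those of upd3 were 37.2 and 82.2 FPKM, beside about 37 and about 82 in Fig. 5A, those of Pvf2 2.16 and 21.8 FPKM, beside about 2.2 and about 22 in Fig. 5A, and those of Pvf1 1.06 and 2.33 FPKM, beside about 1.0 and about 2.4 in Fig. 5A. With 1 wild type library left out, the wild type mean of spi was 56.8 or 0 FPKM and that of Pvf1 1.41 or 0 FPKM, so the means in Fig. 5A lie nearest to those over all 4 wild type libraries.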

Other observations

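The limma comparison of the labelled groups and the camera and fry tests of the lists were fixed before the data were examined. So were the fits of all tested genes that left out one library. Genes at 0 in no library, and the fits within that set, were chosen after seeing the data. The other tests in this part were chosen after the result was seen, except the test of genes at 0 throughout one group. Groups are named by the labels of their libraries.

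Other splits of the 7 libraries into 4 and 3 were fitted with limma in the same way. No split other than the labelled one gave as many genes higher by P and fold change (1 of 35 splits, with at most 160 in the others, against 438), as many higher after adjustment (1 of 35, at most 22 against 91) or as many lower after adjustment (1 of 35, at most 27 against 69). For genes lower by P and fold change, 3 of the 35 splits gave at least 264. The 2 others each set 3 wild type libraries against the remaining one and Sox21a-/-, so their larger group holds every Sox21a-/- library. How many of their lower genes are among those higher in Sox21a-/- was not counted. Among genes at 0 in no library, 423 passed after adjustment, in 1 of 35 splits, with at most 4 in the others.

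Sox21a was at 0 in 2 wild type libraries and above 0 in 2 Sox21a-/- libraries. Mislabelled libraries are argued against, since the labelled split gave 423 changed genes at 0 in no library and no other split came near. Wild type cells among the sorted cells of Sox21a-/- replicates 1 and 2, as the source of their 96.3 and 50.6 FPKM, cannot be told apart from other sources. These values are 41.6% and 21.8% of the mean of the wild type values above 0 (232 FPKM), and such a share of wild type cells would hold other genes at or above that share of their wild type level. Among genes at 0 in no library with a wild type mean of at least 1 FPKM, 37 lay below 41.6% of their lowest wild type value in Sox21a-/- replicate 1. Wild type replicates 1 to 4, each held in the same way against the other wild type libraries, had 88, 14, 14 and 10 such genes. In Sox21a-/- replicate 2, 3 genes lay below 21.8% of their lowest wild type value, against 46, 0, 0 and 3 in wild type replicates 1 to 4. They were lz (0.354 FPKM against 4.48 to 6.29 FPKM in wild type), lncRNA:roX1 (0.318 against 2.58 to 5.25 FPKM) and CG7800 (0.968 against 4.67 to 6.99 FPKM), named after their values were seen. These genes are also among the 37 of Sox21a-/- replicate 1, where lz was at 0.0806, lncRNA:roX1 at 0.0718 and CG7800 at 1.28 FPKM. What keeps this open is that neither count is beyond that of wild type replicate 1, and that Sox21a has a wild type level in only 2 libraries. The paper states that the deletions take away nearly all of the coding region. A transcript from the part of the locus that the deletion leaves may give the 41.6%, but a value per gene does not separate exons, which keeps this open.

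More genes were listed at 0 throughout one group than in other sets of libraries. In 29 genes the zeros were exactly the 3 Sox21a-/- libraries and in 34 exactly the 4 wild type libraries. These 63 genes compare with 17 to 47 (median 27.5) for the 34 other ways to part the libraries, which argues against zeros placed without regard to genotype. No fold is given for such genes. Whether they are changes of expression or estimates that fail more often in one genotype was not tested.

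The paper follows Dl by staining in mutant midguts. In the Esg-GFP+ cells, Dl (Delta) rose from 0.843 ± 0.291 FPKM (SD, n = 4) to 4.49 ± 1.43 FPKM (SD, n = 3), a log2 difference of 1.56 (adjusted p = 0.0622 over all genes and 0.00312 among genes at 0 in no library, limma with Benjamini-Hochberg adjustment; exact permutation p = 0.0286). The wild type values stand for 23.2 to 65.2 reads. The paper reports, by antibody staining, that Sox21a mutant clones lacked Pdm1. It also reports that almost no Esg>GFP+ cells of normal guts stain for Pdm1. RNA of sorted Esg-GFP+ cells therefore does not test whether Pdm1 protein needs Sox21a. The gene nub, which encodes Pdm1, was at 3.58 ± 1.15 FPKM (SD, n = 4) in wild type and 5.60 ± 1.70 FPKM (SD, n = 3) in Sox21a-/-, a log2 difference of 0.54 (adjusted p = 0.5998, limma with Benjamini-Hochberg adjustment; exact permutation p = 0.0857), so no difference was detected. Egfr was at 37.6, 20.97, 30.97 and 28.1 FPKM in wild type replicates 1 to 4 and at 21.2, 16.6 and 0 FPKM in Sox21a-/- replicates 1 to 3 (adjusted p = 0.536, limma with Benjamini-Hochberg adjustment; exact permutation p = 0.0571). The genes dome, N, Su(H) and ttk showed no detectable difference (adjusted p from 0.775 to 0.951, limma with Benjamini-Hochberg adjustment). For pros, esg, Pvr and Stat92E no value was analysed here.

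Of the targets of EGFR and MAPK signaling, 6 were tested, with a median log2 difference of 0.47 and 4 higher (adjusted p = 0.368, camera with Benjamini-Hochberg adjustment; fry adjusted p = 0.184; exact permutation p of the mean = 0.971). Of its members at 0 in no library (kek1, rho and aop), 3 were higher, with a median of 0.66 (camera adjusted p = 0.0320, fry adjusted p = 0.00328, exact permutation p of the mean = 0.0286, a set chosen after seeing the data). This camera call was lost without wild type replicate 1 (adjusted p = 0.0822), wild type replicate 4 (0.0571) or Sox21a-/- replicate 3 (0.0565). Over all 6 genes the median was -0.057 without Sox21a-/- replicate 3. The adjusted p of this list ranged from 0.00328 to 0.707 over the alternatives. The rise was largest for kek1, from 2.06 ± 0.375 FPKM (SD, n = 4) to 9.23 ± 1.75 FPKM (SD, n = 3), with a log2 difference of 1.73 (adjusted p = 0.000959 among genes at 0 in no library, limma with Benjamini-Hochberg adjustment). Adjusted over the list alone, 1 member passed, as it did over all genes.

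The Notch target list had a median of -0.13 over 6 genes, of which 2 were higher (adjusted p = 0.520, camera with Benjamini-Hochberg adjustment). Both of these have zeros. The median was -0.22 without wild type replicate 2, -0.44 without wild type replicate 3, -0.37 without Sox21a-/- replicate 1 and -0.33 without Sox21a-/- replicate 3. The 4 members at 0 in no library, a set chosen after seeing the data, had a median of -0.40 with 0 higher (camera adjusted p = 0.292, fry adjusted p = 0.156, exact permutation p of the mean = 0.0857). Their median was -0.14 without wild type replicate 1 (2 higher), -0.13 without Sox21a-/- replicate 2 (1 higher), -0.67 without Sox21a-/- replicate 1 and -0.42 without Sox21a-/- replicate 3 (1 higher). The adjusted p of this list ranged from 0.111 to 0.707 over the alternatives. Within it klu fell from 40.7 ± 8.05 FPKM (SD, n = 4) to 12.4 ± 3.82 FPKM (SD, n = 3), a log2 difference of -1.66 (adjusted p = 0.00241 among genes at 0 in no library, limma with Benjamini-Hochberg adjustment; exact permutation p = 0.0286), a gene singled out after its values were seen. The difference between klu and the other targets was not tested. The cell cycle list showed no shift, with a median of 0.029 over 32 genes, of which 17 were higher (adjusted p = 0.756). The other lists did not pass either, with medians of -0.62 over 8 enteroendocrine genes (adjusted p = 0.748), 0.48 over 2 visceral muscle genes (0.528), 0.36 over 4 fat body and ovary genes (0.748), 0.65 over 2 trachea genes (0.520) and 0.04 for dome, the only JAK/STAT target tested (0.952), all by camera with Benjamini-Hochberg adjustment. The enteroendocrine member NPF, named after its values were seen, was between 3989 and 9268 FPKM in wild type. In Sox21a-/- replicates 1 to 3 it was at 5435, 8621 and 0 FPKM. The sorted cells or their companions thus express NPF in both groups.

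Among genes at 0 in no library, lncRNA:roX1, which acts on the X chromosome of males, was between 2.58 and 5.25 FPKM in wild type and between 0.0332 and 0.318 FPKM in Sox21a-/- (exact permutation p = 0.0286). No explanation was tested for it. The paper's methods for the sort do not give the sex of the flies, so a difference in sex between the groups was not checked.

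The yolk protein genes Yp1, Yp2 and Yp3 and the germline gene osk had their 2 highest values in wild type replicate 1 and Sox21a-/- replicate 2. Yp2 was at 77.2 and 106 FPKM in these libraries and between 16.0 and 32.5 FPKM in the others, and osk was at 21.5 and 11.9 FPKM and between 1.92 and 6.11 FPKM in the others. Ovary or fat body RNA in these libraries is a candidate explanation. Of the 3 other members above 1 FPKM, 0 had their 2 highest values there, but they are near the floor, which keeps this open. The pattern cuts across the genotypes.

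Wild type replicates 3 and 4 were closer to each other than any other pair. Their recovered reads gave a chi-square per degree of freedom of 2.55 over 1282 genes, against 11.3 for the next closest pair of a genotype and 68.0 for the farthest. A value of 1 would be sampling noise alone. They were kept as separate libraries by their labels, which does not show that they are separate biological replicates, and the n of 4 and the 35 splits rest on it. Preparation of both from a single RNA sample cannot be told apart from very similar samples, because the noise of library preparation is not known. With these 2 libraries averaged, 51 genes were higher and 54 lower after adjustment (limma with Benjamini-Hochberg adjustment).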
